# Cell cycle specific, differentially tagged ribosomal proteins to measure phase specific transcriptomes from asynchronously cycling cells

**DOI:** 10.1038/s41598-024-52085-5

**Published:** 2024-01-18

**Authors:** Jesse D. Cochran, Tess A. Leathers, Emir Maldosevic, Klara W. Siejda, Julian Vitello, Haesol Lee, Leigh A. Bradley, Alex Young, Ahmad Jomaa, Matthew J. Wolf

**Keywords:** Expression systems, Genomics, Mitosis

## Abstract

Asynchronously cycling cells pose a challenge to the accurate characterization of phase-specific gene expression. Current strategies, including RNAseq, survey the steady state gene expression across the cell cycle and are inherently limited by their inability to resolve dynamic gene regulatory networks. Single cell RNAseq (scRNAseq) can identify different cell cycle transcriptomes if enough cycling cells are present, however some cells are not amenable to scRNAseq. Therefore, we merged two powerful strategies, the CDT1 and GMNN degrons used in Fluorescent Ubiquitination-based Cell Cycle Indicator (FUCCI) cell cycle sensors and the ribosomal protein epitope tagging used in RiboTrap/Tag technologies to isolate cell cycle phase-specific mRNA for sequencing. The resulting cell cycle dependent, tagged ribosomal proteins (ccTaggedRP) were differentially expressed during the cell cycle, had similar subcellular locations as endogenous ribosomal proteins, incorporated into ribosomes and polysomes, and facilitated the recovery of cell cycle phase-specific RNA for sequencing. ccTaggedRP has broad applications to investigate phase-specific gene expression in complex cell populations.

## Introduction

Dynamic changes in gene expression influence the ability of cells to maintain identity, adapt to environmental conditions during homeostasis, respond to ligand-mediated signals, and coordinate growth. Organs and tissues are composed of heterogeneous populations of cells that can obfuscate the interpretation of gene expression profiles of specific cell subpopulations. Strategies to profile cell-specific gene expression include the physical isolation of cells of interest by laser capture microdissection or dissociation of single cells followed by cell sorting or antibody-based enrichment (immunopanning)^1^. Other strategies, including RiboTrap or RiboTag, employ the expression of transgenic constructs encoding epitope-tagged ribosomal proteins (for example, RPL10a or RPL22) to immunoprecipitate mRNAs from complex tissues^2–4^. TU-tagging uses the spatially restricted uracil phosphoribosyltransferase (UPRT) expression with 4-thiouracil (4TU) delivery to label and purify cell type specific-RNA from intact complex tissues^5–7^. Despite the advantage of purifying RNAs from specific cell types within complex tissues, these strategies track steady state gene expression across the cell cycle and are thus inherently limited by their inability to identify changes specific to cell phases.

More recent advances in single cell RNAseq (scRNAseq) have facilitated the molecular characterization of diverse cell types within tissues, organs, and whole animals^8–15^. There are, however, limitations to scRNAseq. scRNAseq methods require the physical dissociation of cells, a process known to alter the transcriptional landscape during the isolation process. These technologies also tend to survey the steady state gene expression across the cell cycle, limiting the ability to identify gene regulatory networks specific to G_1_, S, and G_2_/M in vivo. Moreover, scRNAseq can pose unique problems when attempting to isolate cell cycle-specific transcripts. Firstly, some cell types are not amenable to single cell sorting (i.e., cardiomyocytes) and subsequent single cell RNA sequencing^16^. Secondly, subpopulations can be too rare to adequately discern from artifact. Thirdly, low sequencing depth can limit the ability to accurately characterize cell subpopulations^17,18^. Finally, scRNAseq is significantly more expensive than bulk RNA sequencing. Alternative strategies are necessary to address some of these limitations.

Degron-mediated degradation is one mechanism used to regulate the expression of proteins during phases of the cell cycle^19–23^. FUCCI technologies employ chimeras of fluorescent proteins and degrons to detect cell cycling in vitro and in vivo^22,23^. In general, FUCCI reporters rely on the expression of SCF^skp2^ and APC^Cdh1^ to regulate Chromatin Licensing and DNA Replication Factor 1 (CDT1) and Geminin (GMNN) degrons. Second generation bicistronic FUCCI constructs contain internal protein cleavage sites, such as T2A from *Thosea asigna virus 2A,* to initially produce equimolar amounts of reporter proteins, whose subsequent levels are a function of the cell cycle phase via degron-mediated proteolysis^22^.

In this study, we merged two powerful strategies, the CDT1 and GMNN degrons of FUCCI and the epitope-tagged ribosomal proteins of RiboTrap/Tag technologies, to create cell cycle-dependent, tagged ribosomes named ccTaggedRP with the goal of discerning cell cycle phase-specific gene expression changes. The ccTaggedRPs were incorporated into ribosomes and polysomes as determined by sucrose gradient centrifugation, had similar subcellular location as endogenous RPL10a by immunofluorescence, and demonstrated predicted changes in protein expression that were dependent on the phase of the cell cycle. Here, we describe our first generation ccTaggedRP and employed the strategy to identify transcripts enriched during G_2_-M phase from asynchronously cycling HEK293-T cells. The findings also corresponded to transcripts identified by scRNAseq datasets of HEK293-T cells, suggesting that ccTaggedRP is a potential new strategy to detect differentially expressed transcripts during the cell cycle.

## Results:

### ccTaggedRPs are differentially expressed during the cell cycle and have similar subcellular locations as endogenous ribosomal proteins after transient transfection

To test the hypothesis that chimeras of epitope-tagged ribosomal proteins containing degrons would add new functionality to existing RiboTrap/Tag technology, we created a bicistronic 3xFlagTag-RPL10a-hCdt(30–120)-T2A-3xHA-Tag-RPL10a-hGeminin(1–110) (denoted “ccTaggedRP” hereafter). The encoded ccTaggedRP is translated as a single polypeptide and undergoes cleavage at the T2A site to initially produce 3xFlagTag-RPL10a-hCdt(30–120) and 3xHA-Tag-RPL10a-hGeminin(1–110) in equimolar amounts (Fig. 1A). However, the 3′ hCdt insertion targets the 3xFlagTag-RPL10a-hCdt(30–120) recombinant protein (denoted “Flag-RPL10a-hCdt” hereafter) for degradation during late S through G_2_ and M phase while the 3’ hGeminin insertion targets the 3xHA-Tag-RPL10a-hGeminin recombinant protein (denoted “HA-RPLA10a-hGem” hereafter) for degradation during late G_1_ through early S phase. Consequently, the steady-state concentrations of HA-RPL10a-hGem and Flag-RPL10a-hCdt recombinant proteins are dependent on the cell cycle phase. Specifically, Flag-RPL10a-hCdt and HA-RPL10a-hGem recombinant proteins are expected to be enriched in G_0_/G_1_ and G_2_-M, respectively (Fig. 1B). Of note, unlike FUCCI, the ccTaggedRP constructs do not contain fluorescent reporter proteins. The Flag-RPL10a-hCdt and HA-RPL10a-hGem recombinant proteins were expressed at the predicted sizes after transient transfection of HEK293-T cells with recombinant ccTaggedRP plasmid (Fig. 1C). Protein bands of lower molecular weight were observed in the Flag and HA blots, consistent with degradation products mediated by the hCdt(30–120) and hGeminin(1–110) degrons, respectively. Immunofluorescent staining of HEK-293 cells transiently transfected with ccTaggedRP showed similar patterns of Flag and RPL10a locations. Suggesting that the subcellular location of ccTaggedRP was similar to endogenous RPL10a in HEK293-T cells (Fig. 1D).

**Figure 1:**
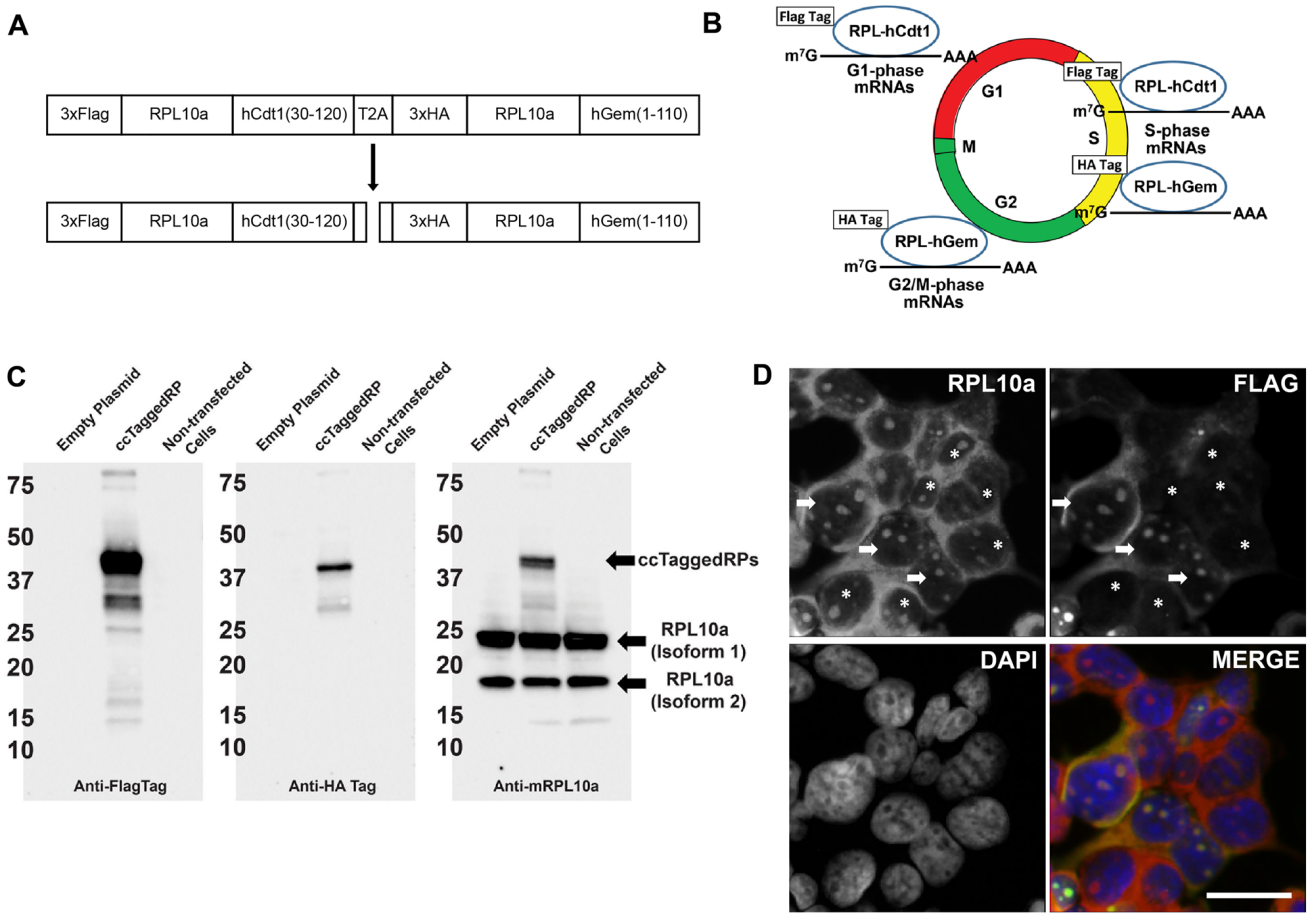
ccTaggedRPs are differentially expressed during the cell cycle and have similar subcellular locations as endogenous ribosomal proteins. **(A)** Schematic of the CAG-3xFlagTag-RPL10a-hCdt(30–120)-T2A-3xHA-Tag-RPL10a-hGeminin(1–110) construct and cleavage at the T2A site. **(B)** Schematic of the predicted change in 3xFlagTag-RPL10a-hCdt(30–120) and 3xHA-Tag-RPL10a-hGeminin(1–110) during the cell cycle. **(C)** Immunoblots of asynchronously cycling HEK293-T cells transiently transfected with empty plasmid, ccTaggedRP, or not transfected. Blots were probed with antibodies against Flag Tag, HA Tag, or mRPL10a. Bands corresponding to Flag recombinant protein, HA recombinant protein, and endogenous RPL10a isoforms are denoted by arrows. See Supplemental Fig. 6 for uncut blots. **(D)** Immunofluorescence of asynchronously cycling HEK293-T cells transiently transfected with ccTaggedRP stained for RPL10a and Flag Tag. Cells expressing ccTaggedRP are denoted by arrows. Cells not expressing ccTaggedRP are denoted by asterisks. DAPI was used to stain for nuclear DNA. DAPI is blue, RPL10a is red, and FLAG is green**.** Scale bars are included in the lower right corner and correspond to 10 μm.

### ccTaggedRPs stably expressed in HEK293-T cells were incorporated into endogenous ribosomes and polysomes

To control for the copy number of recombinant DNA, we created the stable expression of ccTaggedRP through Flp-In insertion of a single copy of ccTaggedRP into HEK293-T cells (Fig. 2A). Immunofluorescent staining of Flag and HA identified distinct cells expressing Flag-RPLa10-hCdt alone, Flag-RPL10a-hCdt and HA RPL10a-hGem, and HA-RPLa10-hGem alone (Fig. 2b). The majority of cells were only positive for Flag-RPLa10-hCdt alone, consistent with G1 phase of the cell cycle.

**Figure 2:**
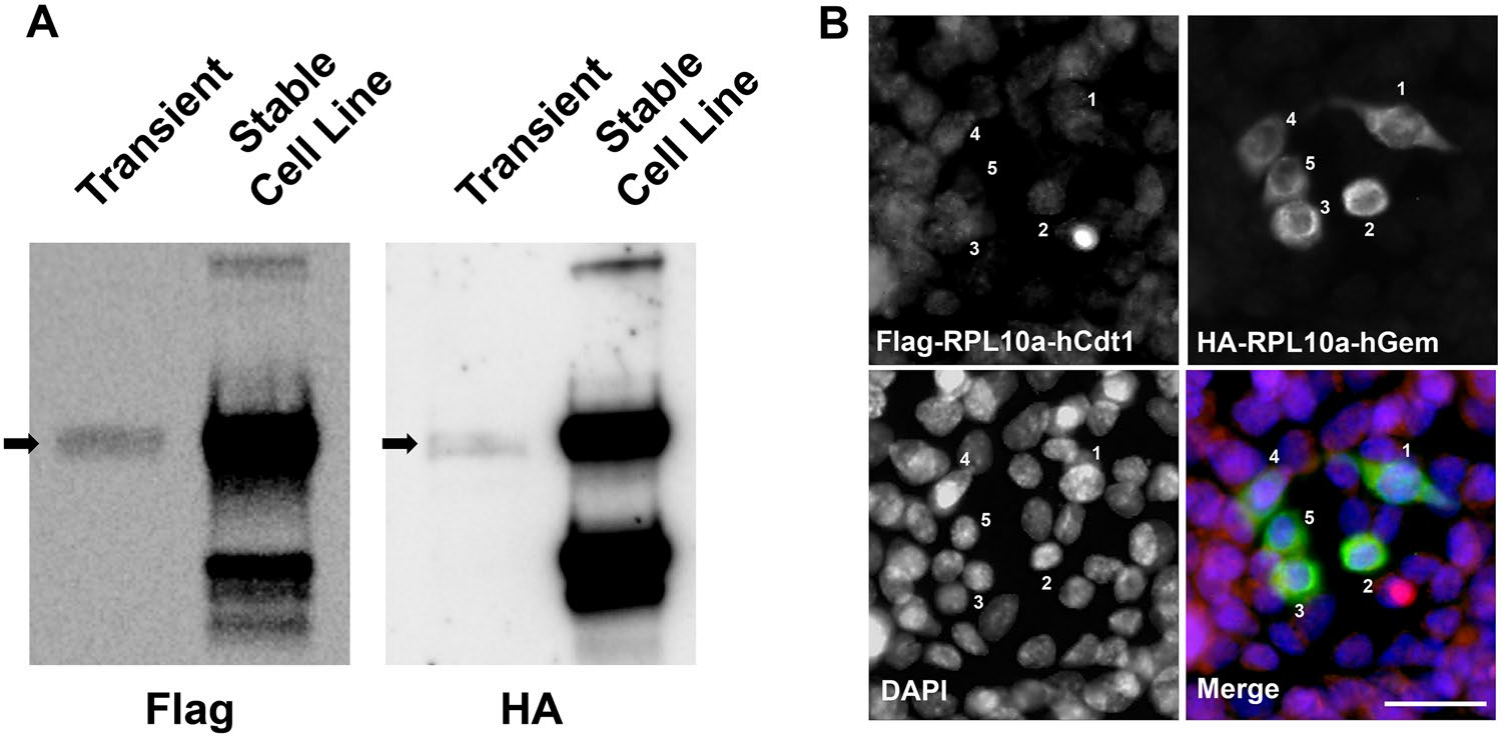
**(A)** Immunoblots of asynchronously cycling HEK293-T cells transiently transfected with ccTaggedRP and HEK293-T-FlpIn cells stably expressing ccTaggedRP probed with antibodies to Flag Tag or HA Tag. See Supplemental Fig. 7 for uncut blots. **(B)** Immunofluorescence of HEK293-T-FlpIn cells expressing ccTaggedRPs showing anti-Flag and anti-HA antibody statins, and DAPI. A merged image is shown. Cells denoted 1, 2, 3 and 4 express Flag-RPL10a-hCdt and HA-RPL10a-hGem, cell denote 5 expressed HA-RPL10a-hGem alone. All other cells express Flag-RPL10a-hCdt alone. Scale bar in the lower right corner corresponds to 20 μm.

To evaluate the incorporation of recombinant ccTaggedRPs into ribosomes, we performed sucrose gradient centrifugation of lysates prepared from HEK-293 T cells stably expressing ccTaggedRPs. Cell lysates were fractionated on a 10% to 50% sucrose gradient while measuring the absorbance at 260 nm to detect ribosomal subunits (40S and 60S), in addition to 80S ribosomes, and translating ribosomes (polysomes) (Fig. 3A). Immunoblots of fractions identified the presence of recombinant Flag-RPL10a-hCdt and HA-RPL10a-hGem in the 60S large ribosomal subunits, 80S ribosomes, and polysomes, with a distribution similar to RPL10a. (Fig. 3B–D). Negative staining electron microscopy of fraction #5 demonstrated that 80S ribosomes were enriched in this fraction as expected (Fig. 3E). The findings support that Flag-RPL10a-hCdt and HA-RPL10a-hGem expressed from recombinant ccTaggedRP were incorporated into ribosomes and polysomes.

**Figure 3:**
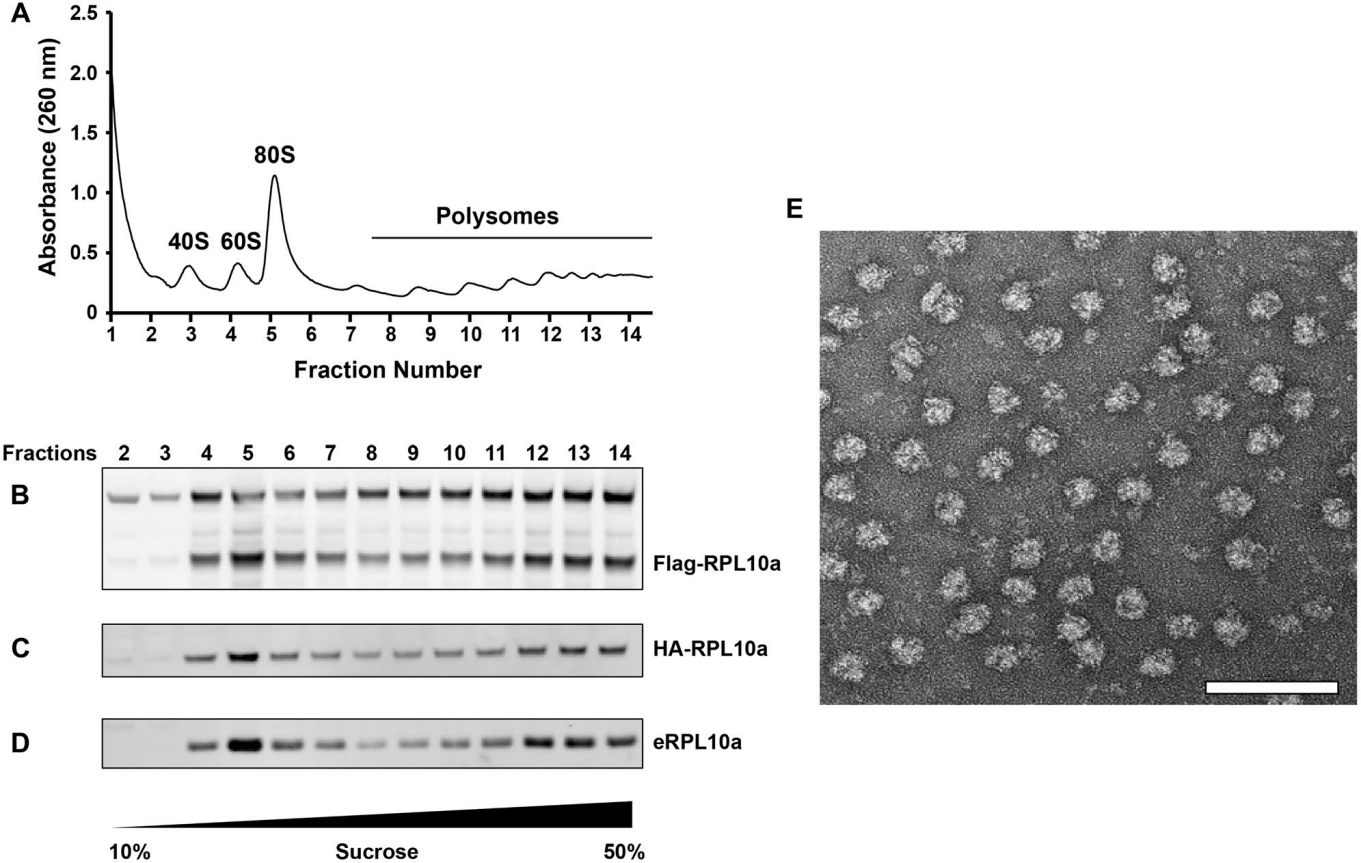
Ribosome analysis using sucrose gradient centrifugation of lysates from HEK293T-FlpIN cells stably expressing ccTaggedRPs. **(A)** Absorbance at 260 nm (A260) was measured during fractionation and showed distinct peaks corresponding to 40S and 60S subunits, 80S ribosomes, and polysomes. **(B–D)** Western blots corresponding to fractions from the sucrose gradient in panel A, using anti-Flag tag **(B),** anti-HA tag **(C),** and anti-RPL10a (denoted eRPL10a) **(D)** antibodies. (E) Negative stain electron microscopy showed enrichment of 80S ribosomes from fraction #5 of the corresponding A260 peak for 80S ribosomes. Scale bar is 100 nm. See Supplemental Fig. 9 for uncropped blots. Recombinant Flag-RPL10a-hCdt and HA-RPL10a-hGem were detected in fractions corresponding to the 60S ribosomal subunits, 80S ribosomes, and polysomes.

### ccTaggedRP expression changes during cell cycle synchronization

The HEK293-T Flp-In cells expressing ccTaggedRP were synchronized via serum starvation, which is known to increase the percentage of cells in G_0_/G_1_ as starvation persists. In accordance with expectations, the expression of Flag-RPL10a-hCdt recombinant protein was progressively increased with starvation, suggesting an enrichment in the Flag-RPL10a-hCdt construct in G_0_/G_1_ while the expression of HA-RPL10a-hGem recombinant protein progressively decreased, suggesting an enrichment in HA-RPL10a-hGem construct in G_2_/M. (Supplemental Fig. 1A, B). Specifically, compared to serum-fed HEK293-T Flp-In cells, HA-RPL10a-hGem expression decreased by 82% after 48 h of serum starvation. (Supplemental Fig. 1C).

To further validate the cell cycle dependence of Flag-RPL10a-hCdt and HA-RPL10a-hGem expression, HEK293-T Flp-In cells expressing ccTaggedRP were synchronized by treatment with Lovastatin, Hydroxyurea or Nocodazole and enrichment in G_1_, S, and G_2_/M were confirmed by fluorescent activated cell sorting (FACS) (Fig. 4A–C and Supplemental Fig. 2). Cells treated with Lovastatin were 80.7% G_1_, 0.5% S, and 18.8% G_2_/M. Hydroxyurea were 25.1% G_1_, 57.7% S, and 17.2% G_2_/M. Cell treated with Nocodazole were 19.5% G_1_, 5.2% S, and 75.3% G_2_/M (Fig. 4B). Based on the FACS data and predicted ideal behavior of the degrons with Flag expressed in G1 and S and HA expressed in S and G2/M, the relative changes in Flag and HA expression were estimated (Fig. 4C). Western blotting of cells treated with Lovastatin, Hydroxyurea, or Nocodazole showed reciprocal changes in the expression of Flag-RPL10a-hCdt and HA-RPL10a-hGem (Fig. 4d). Flag-RPL10a-hCdt was increased and decreased in expression in G1 and G2M phases, respectively. HA-RPL10a-hCdt was decreased and increased in expression in G1 and G2M phases, respectively.

**Figure 4:**
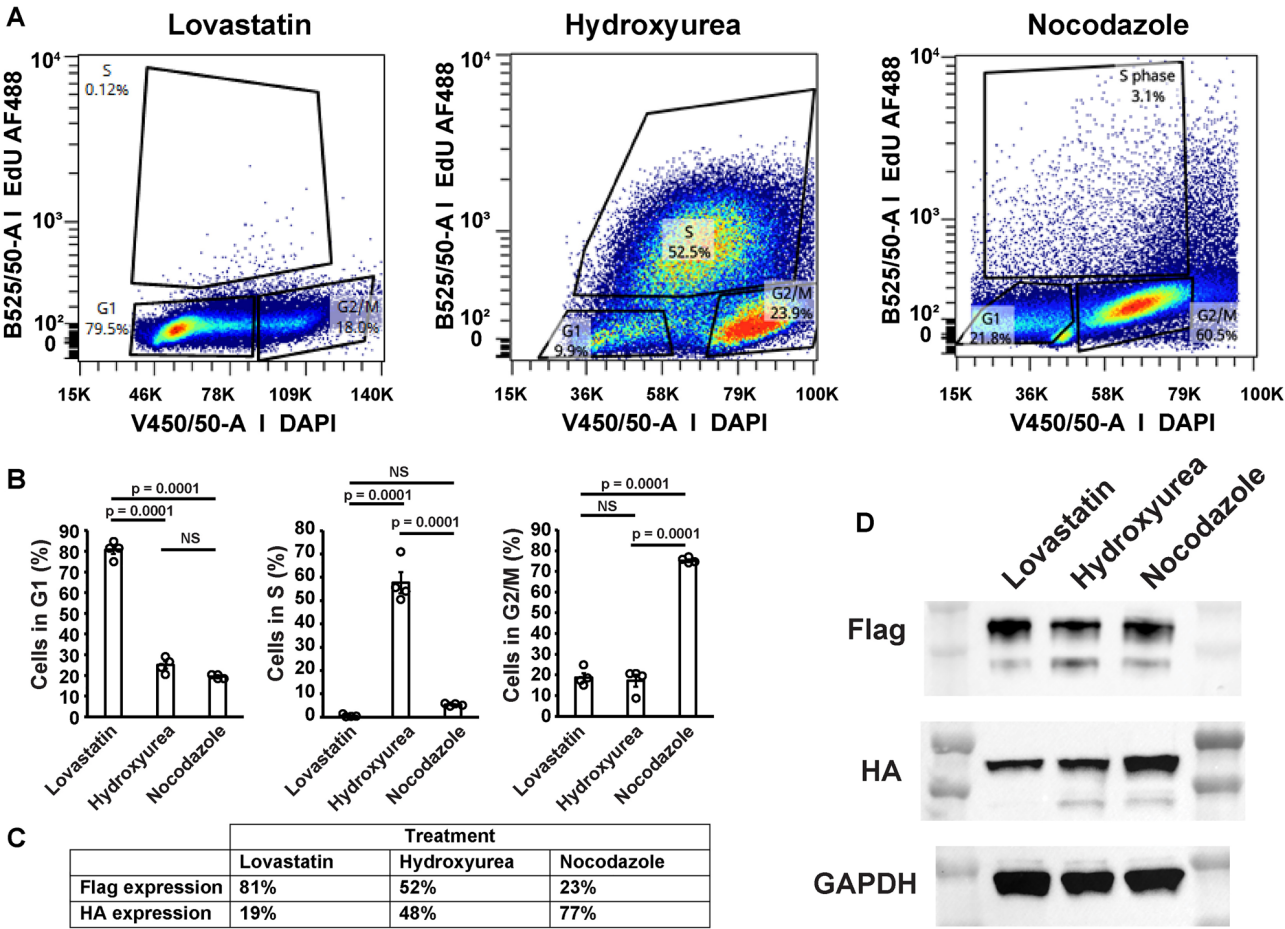
The expression of Flag-RPL10a-hCdt and HA-RPL10a-hGem is dependent on the phase of the cell cycle. **(A)** FACS quantitation of HEK293-T-Flp-In cells stably expressing ccTaggedRPs in G_1_, S, and G_2_/M treated with after synchronization with Lovastatin, Hydroxyurea or Nocodazole. The percentage of cells in G_1_, S, and G_2_/M under each treatment is shown. B525/50-A EdU AF488 represents EdU intensity and V450/50-A DAPI represents DNA content. These measurements were used to gate cells in G_1_, S, and G_2_M. **(B)** Quantitation of G_1_, S, and G_2_/M of cells treated with Lovastatin, Hydroxyurea, or Nocodazole. Values are mean ± SEM. P-values were calculated by ANOVA with Tukey test for multiple comparisons. N = 4 plates per condition. **(C)** Predicted relative expression of Flag and HA based on the results shown in panel B. **(D)** Western blots of Flag-RPL10a-hCdt (top), HA-RPL10a-hGem (middle), and GAPDH (bottom) corresponding to the cells treated with Lovastatin, Hydroxyurea, or Nocodazole and analyzed by FACS in panel A. See Supplemental Fig. 10 for uncropped blots.

### ccTaggedRP identifies genes expressed during G_2_-M in asynchronously cycling cells

Asynchronous HEK293-T Flp-In cells stably expressing ccTaggedRP were cultured to 60% confluency prior to non-denaturing lysis. Recombinant Flag-RPL10a-hCdt and HA-RPL10a-hGem proteins were then immunoprecipitated (IP) using HA or Flag antibodies, and their associated RNAs were recovered for bulk RNA-sequencing (Fig. 5A). 

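RNA from 3 Flag-IPs and 3 HA-IPs of asynchronous HEK293-T Flp-In cells was sequenced. HEK293-T Flp-In is a human embryonic kidney cell line with a recombination site, into which the ccTaggedRP construct was inserted. Both tagged proteins come from 1 bicistronic mRNA and differ in their degron, and the paper predicts Flag-RPL10a-hCdt in G1 and S and HA-RPL10a-hGem in S and G2/M. The confluency at lysis is 60% in the results and 70% in the methods. Polyadenylated RNA was selected and read from both ends in reads of 150 bp. The authors trimmed the reads with Trimmomatic, mapped them to GRCh38 with STAR and excluded genes with less than 10 reads in at least 3 samples. They deposited 1 table of 16834 genes with an Ensembl identifier, a normalized count for each of the 6 libraries, and the log2 fold change and adjusted p-value of their own DESeq2 comparison. Of these genes, 1857 have no symbol in the table. In each library every value was a whole multiple of what 1 read is worth, with a largest deviation of 6.4e-05 of a read, so the reads behind the normalized counts were recovered. The Flag-IPs held 23174532, 28223693 and 33429519 reads on the listed genes in replicates 1, 2 and 3. The HA-IPs held 44134833, 31807471 and 28737728 reads. From there, a pseudocount of 1 was added to the normalized counts, log2 was taken, and the HA-IPs were compared with the Flag-IPs in limma with a trend of the variance on the mean. All fold changes are on this scale, which understates the change of genes with few reads, and a positive fold change means a higher value in the HA-IPs. The paper's text does not name the program that counted the reads or say whether the counting used the strand, so genes with near-identical copies or overlapping genes can share reads.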

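Principal components were computed from the 500 genes with the largest variance over the 6 libraries. PC1 carried 84.8% of the variance and PC2 carried 6.56%. The Flag-IPs scored -40.3, -32.0 and -21.6 on PC1 in replicates 1, 2 and 3, and the HA-IPs scored 38.7, 41.2 and 13.9, so the groups did not overlap. On PC2, HA-IP replicate 3 lay at -18.9, while the other libraries lay between 0.107 and 10.6. Of the 500 genes, 407 were higher in the Flag-IPs by at least 1 on the log2 scale and 25 were higher in the HA-IPs by as much. The 500 genes held 234 protein-coding genes and 184 processed pseudogenes, whose reads the counting could split with their parent genes. Among them were 35 genes of a list of heart muscle genes. The share on PC1 fell to 62.5% when all genes were used, the setting that moved it most. Across the 13141 genes with a mean of at least 50 normalized counts, Pearson's r of the log2 values was 0.992 to 0.996 within the HA-IPs and 0.966 to 0.991 between the groups. Genes are not independent replicates. The highest r between the groups, of Flag-IP replicate 3 with HA-IP replicate 3, was above the r of Flag-IP replicate 1 with Flag-IP replicate 3, the lowest within a group.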

Principal component analysis (PCA) displayed distinct clustering of the HA- and Flag-IP samples (Fig. 5B). This method resolved 2,125 differentially expressed genes with an adjusted p-value ≤ 0.05 between the HA- and Flag-IP RNA samples (Fig. 5C and Supplemental Table 1). 

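Of the 16834 genes tested in limma, 2171 had a Benjamini-Hochberg adjusted p-value of at most 0.05 (two-sided). Of these, 975 were higher in the HA-IPs and 1196 were higher in the Flag-IPs. The paper's own calls in the deposited table share 2034 of the 2171 genes, and all 2034 have the same direction. The values of the groups did not overlap in 2159 of the 2171 genes. Over all genes the groups did not overlap in 32.2%, where chance gives 10%. The median log2 fold change was 0.24 among the genes higher in the HA-IPs, with a range from 0.15 to 2.26, and -0.59 among the genes higher in the Flag-IPs, down to -5.73. A log2 fold change of at least 1 was reached by 14 genes in the HA-IPs and by 448 genes in the Flag-IPs. The number of genes past the threshold fell to 188 without the trend of the variance in limma, the setting that moved it most. It was 620 without Flag-IP replicate 2, and 780, 900 and 1216 without HA-IP replicate 1, 2 or 3. In the HA-IPs, the smallest adjusted p-value was that of RNF145 (ENSG00000145860), on chromosome 5 of GRCh38 from 159157409 to 159210053. It had 4688 ± 210 normalized counts in the HA-IPs (SD, n = 3) and 1610 ± 51.6 in the Flag-IPs (SD, n = 3). Its log2 fold change was 1.54 (standard error 0.054, adjusted p = 8.6e-08 from limma) and stayed between 1.52 and 1.58 with each library left out in turn. MIR17HG, a long noncoding RNA gene on chromosome 13, had a log2 fold change of 1.38 (standard error 0.14, adjusted p = 0.00031 from limma). LPCAT1 had a smaller log2 fold change of 0.44 with a similar adjusted p of 0.0005 from limma. TMEM160, PDF and PCSK1N had log2 fold changes of 1.93, 1.25 and 1.21, with adjusted p-values of 0.030, 0.030 and 0.038 from limma. With each library left out in turn, their fold changes ran from 1.21 to 2.65, from 0.77 to 1.68 and from 0.74 to 1.70, lowest without Flag-IP replicate 1 and highest without Flag-IP replicate 3. They passed the threshold in only these 2 of the 6 fits, and the paper's adjusted p-values for them are 0.215, 0.161 and 0.244. Among called genes with a symbol, a mean of at least 100 normalized counts and no overlap between the groups, the largest changes toward the Flag-IPs were those of DES, ACTA1, MYH7, CRYAB and MYH6, with log2 fold changes of -5.62, -5.42, -5.37, -5.36 and -5.17 and adjusted p-values from 0.0004 to 0.0027 in limma. With each library left out in turn, ACTA1 ran from -6.64 to -4.54 and MYH6 from -6.41 to -4.22, and all 5 genes passed the threshold in all 6 fits. DESeq2 gave smaller changes for the 5 genes, from -4.93 for DES to -4.18 for MYH6. None of the 5 passed without the trend of the variance in limma (adjusted p from 0.057 to 0.10). MYH7 (ENSG00000092054), a myosin heavy chain gene on chromosome 14 of GRCh38 from 23412740 to 23435660, had 83895, 65505 and 42902 normalized counts in Flag-IP replicates 1, 2 and 3. It had 1031, 478 and 6766 in HA-IP replicates 1, 2 and 3. MYH6 lies beside it and is its near-identical paralog, so the counts of both are uncertain. KCNJ4 and EEF1A2 had log2 fold changes of -3.74 and -1.20, with adjusted p-values of 2.5e-05 and 5.2e-05 from limma. EEF1A1P16, a processed pseudogene whose reads may be shared with its parent gene EEF1A1, had -3.41 with an adjusted p of 3.9e-05 from limma. CDT1 and GMNN, of which the construct carries human fragments, had log2 fold changes of 0.080 and 0.11 (adjusted p = 0.40 and 0.44 from limma). The human gene RPL10A, whose mouse counterpart is in the construct, had -0.32 (adjusted p = 0.0085 from limma). After trends with GC content and transcript length were removed, an alternative chosen after seeing the data, RPL10A had -0.11 and GMNN 0.22 (adjusted p = 0.16 and 0.048 from limma).

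**Figure D1:**
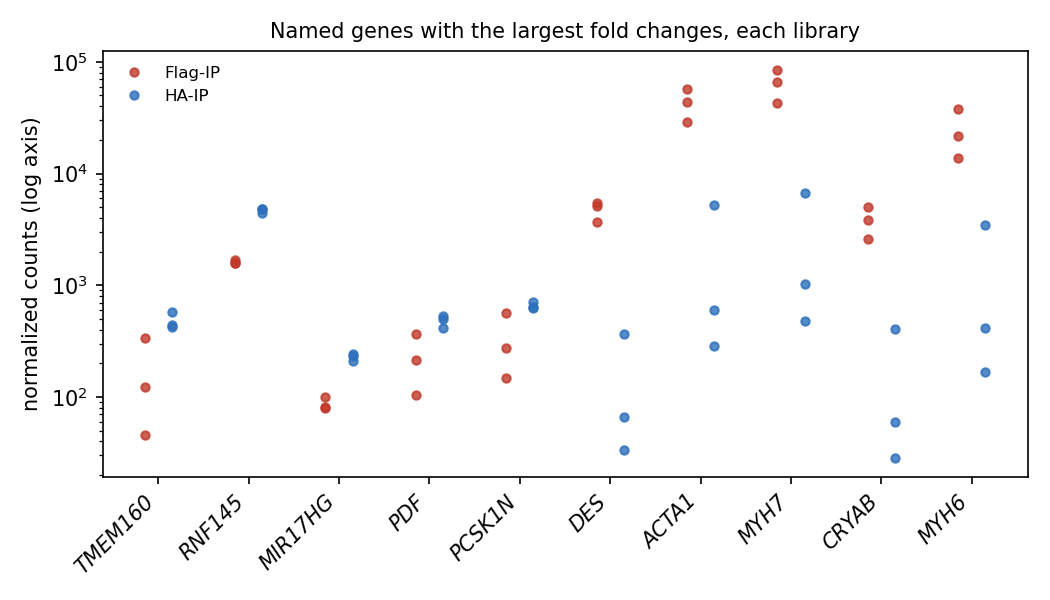
Normalized counts on a log axis of the 5 genes with the largest log2 fold change toward the HA-IPs (left) and toward the Flag-IPs (right), 1 point per library. Only called genes with a symbol, a mean of at least 100 normalized counts and no overlap between the groups were ranked. RNF145 sits at 4446 to 4829 in the HA-IPs and 1568 to 1667 in the Flag-IPs, and MYH7 spreads from 478 to 6766 within the HA-IPs.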

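The GO terms were not used here. In their place, the published G2/M and G1/S gene lists of Supplemental Fig. 3, which the authors used to assign single cells to a phase, were counted among the genes past the threshold. Of the 236 genes in the G2/M list, 234 were in the deposited table, and of the 200 genes in the G1/S list, 187. In the G2/M list, 46 genes (19.7%) were called higher in the HA-IPs, against 5.60% of the other genes (odds ratio 4.13, Fisher's exact test across genes, two-sided, p = 1.9e-13, adjusted p = 7.5e-13 over 4 tests). Only 3 genes of this list (1.28%) were called higher in the Flag-IPs, against 7.19% of the other genes (odds ratio 0.168, Fisher's exact test, p = 5.6e-05, adjusted p = 7.4e-05). In the G1/S list, 27 genes (14.4%) were called higher in the HA-IPs, against 5.69% of the other genes (odds ratio 2.79, Fisher's exact test, p = 1.0e-05, adjusted p = 2.1e-05). In the Flag-IPs, 11 genes of the G1/S list (5.88%) were called, against 7.12% of the other genes (odds ratio 0.816, Fisher's exact test, p = 0.666). These tests treat genes as independent, which they are not, and they were chosen after the numbers of called genes in the lists had been seen. They were not matched for expression either. A mean of at least 50 normalized counts was reached by 229 of the G2/M genes, 175 of the G1/S genes and 13141 of all 16834 genes. It was also reached by 969 of the 975 genes called higher in the HA-IPs, so the odds ratios there may be too high. On the Flag side 191 called genes are processed pseudogenes, which may make the odds ratios there too low.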

Transcripts enriched in the HA-IPs were associated with regulation of the mitotic cell cycle and G_2_-M transition of the mitotic cell cycle while transcripts enriched in the Flag-IPs were associated with the negative regulation of both the mitotic cell cycle and the G_2_-M transition of the mitotic cell cycle (Fig. 5D). Additionally, Gene Set Enrichment (GSE) Analysis identified enrichment of G_2_-M cell cycle and checkpoint pathways in the HA-IPs (Fig. 5E). Furthermore, expression of G_2_-M genes was significantly increased in the HA-IPs compared to the Flag-IPs (Fig. 5F).

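The gene sets of the GSE analysis were not used here, and the lists of Supplemental Fig. 3 were tested as whole lists in limma. The 234 genes of the G2/M list had a median log2 fold change of 0.081, and 73.9% of them were higher in the HA-IPs. With camera at a preset correlation of 0.01 the list stood above the other genes (p = 1.6e-07, adjusted p = 3.2e-07 over 8 lists and gene classes). With fry the p was 0.00015, and with a correlation estimated from the data it was 0.0026. Of its genes, 49 passed an adjusted p of 0.05 over all genes, 46 of them higher in the HA-IPs. Adjusted over the list alone, 69 passed, 63 of them higher in the HA-IPs. The list's mean centred log2 value was 0.032 ± 0.0037 in the HA-IPs (SD, n = 3) and -0.032 ± 0.015 in the Flag-IPs (SD, n = 3). Every HA-IP lay above every Flag-IP, and the exact permutation test gave p = 0.1, the smallest that 3 against 3 allow. The median fell to 0.028 when each library was scaled to the same total, the setting that moved it most. The 187 genes of the G1/S list had a median of 0.062, and 65.8% were higher in the HA-IPs. For this list camera gave p = 0.0016 (adjusted p = 0.0026), fry 0.0090 and the estimated correlation 0.049. Past the threshold were 38 genes, 27 in the HA-IPs and 11 in the Flag-IPs, both over all genes and adjusted over the list alone. The list's mean value overlapped between the groups (exact permutation test, two-sided, p = 0.4). Its median fell to 0.0092 when each library was scaled to the same total, and was 0.041 without HA-IP replicate 1. The mean of the G2/M list minus that of the G1/S list, which removes any factor common to a library, was 0.045 higher in the HA-IPs (exact permutation test, two-sided, p = 0.1). After quantile normalization this difference was 0.0083 (exact permutation test, p = 0.5). MCM5 had 12370, 12532 and 12318 normalized counts in HA-IP replicates 1, 2 and 3 and 10736, 10903 and 11175 in Flag-IP replicates 1, 2 and 3, a log2 fold change of 0.18 (standard error 0.043, adjusted p = 0.020 from limma). CCNB1 had 9637 ± 436 and 8392 ± 212 (SD, n = 3 each), a log2 fold change of 0.20 (standard error 0.049, adjusted p = 0.023 from limma). With 1 library left out, MCM5 passed the threshold in 2 of 6 fits and CCNB1 in 3 of 6.

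**Figure D2:**
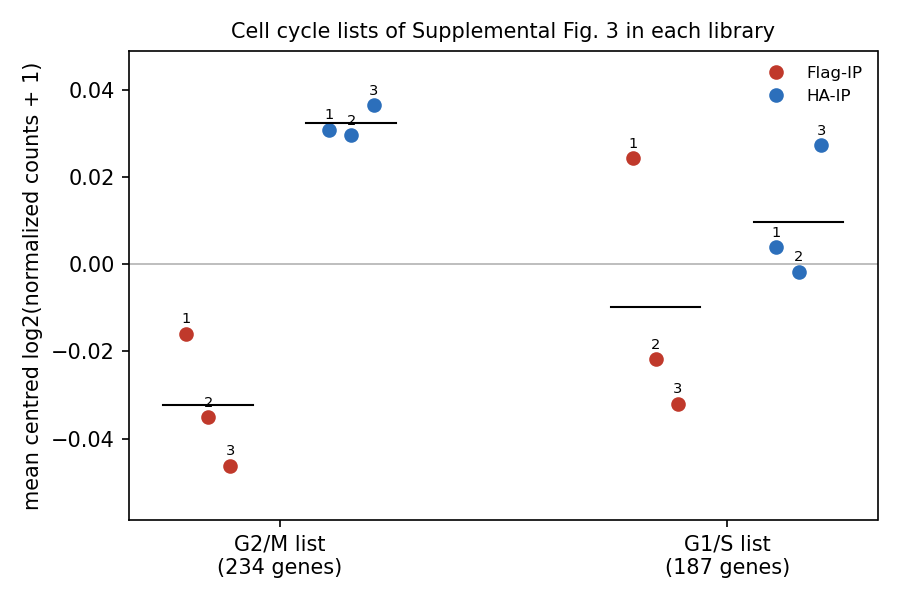
Mean centred log2(normalized counts + 1) of the G2/M and G1/S lists in each library, with replicate numbers beside the points and a line at each group's mean. The HA-IPs lie above the Flag-IPs for the G2/M list (means 0.032 and -0.032), while the groups overlap for the G1/S list (means 0.0098 and -0.0098).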

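All 50 genes shown in Fig. 5F were higher in the HA-IPs, and all 50 had an adjusted p of at most 0.05 in limma, both over all genes and adjusted over the list alone. The paper calls them the top 50 and does not say how they were chosen. They may have been chosen on these libraries, so the count over the list cannot be taken as independent evidence. Their log2 fold changes ran from 0.18 to 0.38 with a median of 0.25, and the groups did not overlap in any of them. The list shares 31 genes with the G2/M list of Supplemental Fig. 3 and 6 with the G1/S list. BCAR3 and SFPQ had the largest log2 fold changes, 0.378 and 0.377, followed by KNL1 with 0.35. SFPQ (ENSG00000116560) had 38032 ± 1108 normalized counts in the HA-IPs and 29371 ± 3039 in the Flag-IPs (SD, n = 3 each; standard error of the fold change 0.068, adjusted p = 0.0058 from limma). TUBB, a tubulin gene with close paralogs, had the smallest at 0.18 (adjusted p = 0.027 from limma), and its fold change was 0.024 after quantile normalization (adjusted p = 0.74 from limma). Without Flag-IP replicate 2, 9 of the 50 genes passed the threshold, and 25, 27 and 27 passed without HA-IP replicate 1, 2 or 3. Without the trend of the variance in limma none passed, though all 50 had an unadjusted p under 0.05. From the expression of both proteins after synchronization with inhibitors and their incorporation into ribosomes, together with the enrichment of mitotic and G2-M transcripts in the HA-IPs and of transcripts for their negative regulation in the Flag-IPs, the paper proposes that the HA recombinant protein predominates in G2/M and the Flag recombinant protein in G1/S.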

**Figure 5:**
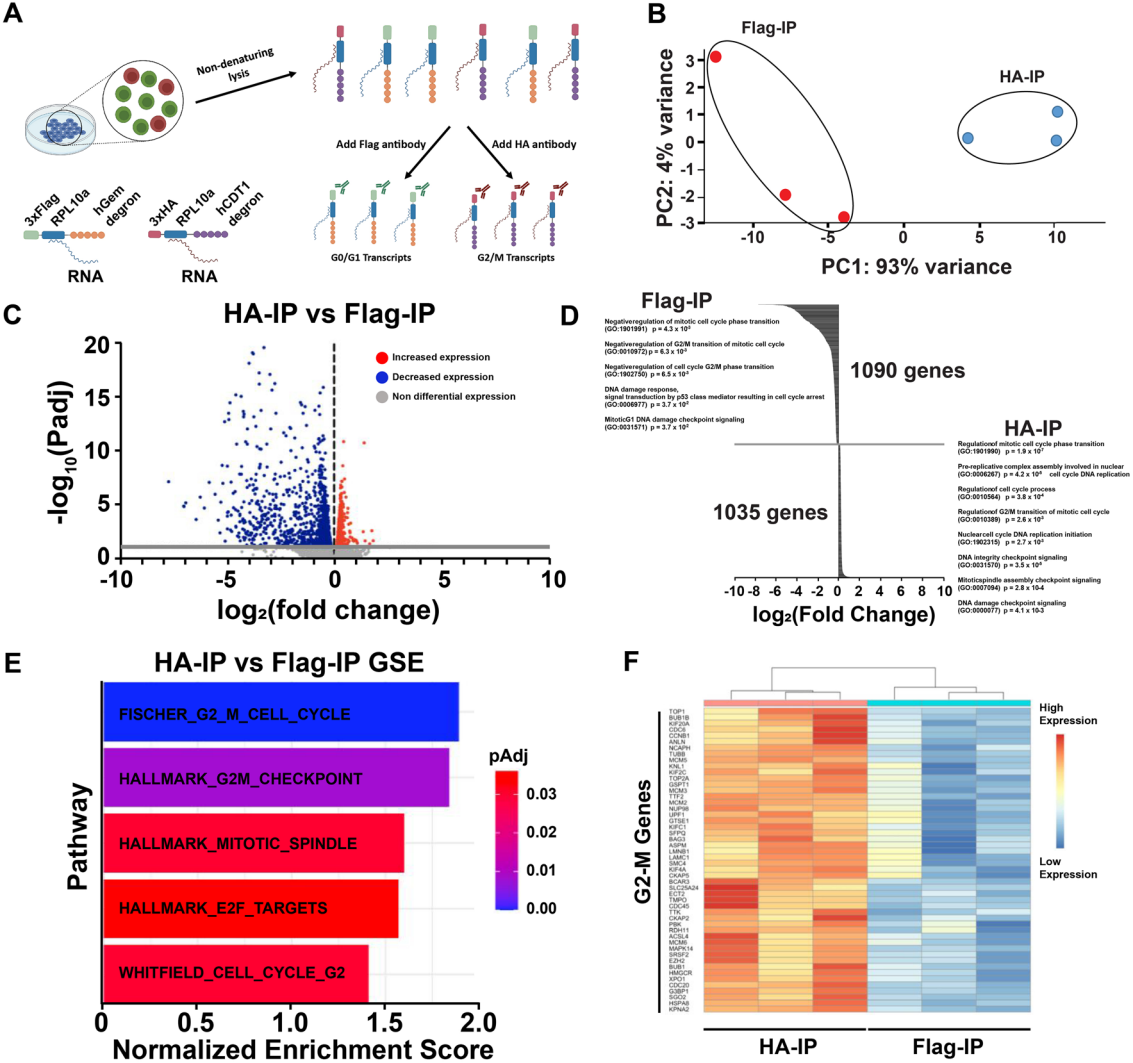
ccTaggedRP identifies genes expressed during G_2_-M in asynchronously cycling cells. **(A)** Schematic of the immunoprecipitation of 3xFlagTag-RPL10a-hCdt(30–120) and 3xHA-Tag-RPL10a-hGeminin(1–110) for the purification and sequencing of RNA from asynchronously cycling HEK293-T-Flp-In cells expressing ccTaggedRP. **(B)** Principal component analysis (PCA) plot of RNA sequencing of mRNAs from immunoprecipitated Flag recombinant protein (red dots) and HA recombinant protein (blue dots). **(C)** Volcano plot of RNA sequencing of mRNAs from immunoprecipitated Flag recombinant protein and HA recombinant protein. The gray line denotes an adjusted p-value of 0.05. Genes with increased and decreased expression are denoted by red and blue dots, respectively. **(D)** Waterfall plot of the 1090 genes enriched in the 3xFlagTag-RPL10a-hCdt(30–120) and 1035 genes enriched in the 3xHA-Tag-RPL10a-hGeminin(1–110) immunoprecipitated samples. GO Terms are denoted with adjusted p-values shown. **(E)** Gene set enrichment (GSE) analysis of RNAseq of mRNAs from immunoprecipitated Flag recombinant protein and HA recombinant protein. Adjusted p-vales are shown. **(F)** Heat map of the expression of the top 50 G_2_-M genes from mRNAs from immunoprecipitated Flag recombinant protein and HA recombinant protein.

### scRNAseq of HEK293-T cells identifies populations of G_1_-S and G_2_-M

To further validate ccTaggedRP, scRNAseq data for HEK293-T cells were sourced from 10× Genomics for comparison of transcripts expressed during G_1_/S and G_2_/M. Cells within the dataset were assigned to either “G_1_/S” or “G_2_/M” identities based on gene expression (Fig. 6A and Supplemental Figs. 3 and 4, and Supplemental Table 2). G_1_/S cells exhibited increased expression of MCM5, a protein important in DNA synthesis and upregulated in G_1_/S while G_2_/M cells exhibited increased expression of CCNB1, a protein important in cell cycle division and upregulated in G_2_/M (Fig. 6B, C). In this dataset, G_1_/S cells and G_2_/M cells accounted for 62.5% and 37.5% of the total number of cells, respectively (Fig. 6D). Differential expression analysis between the G_1_/S and G_2_/M cells revealed 530 differentially expressed genes with an adjusted p-value ≤ 0.05 (Fig. 6E). Hypergeometric testing of the differentially expressed genes indicated an enrichment in DNA replication processes and mitotic cell cycle processes for cells in G_1_/S and G_2_/M respectively (Fig. 6F, G). Furthermore, G_2_/M cells displayed increased expression of G_2_-M genes compared to G_1_/S cells (Fig. 6H).

**Figure 6:**
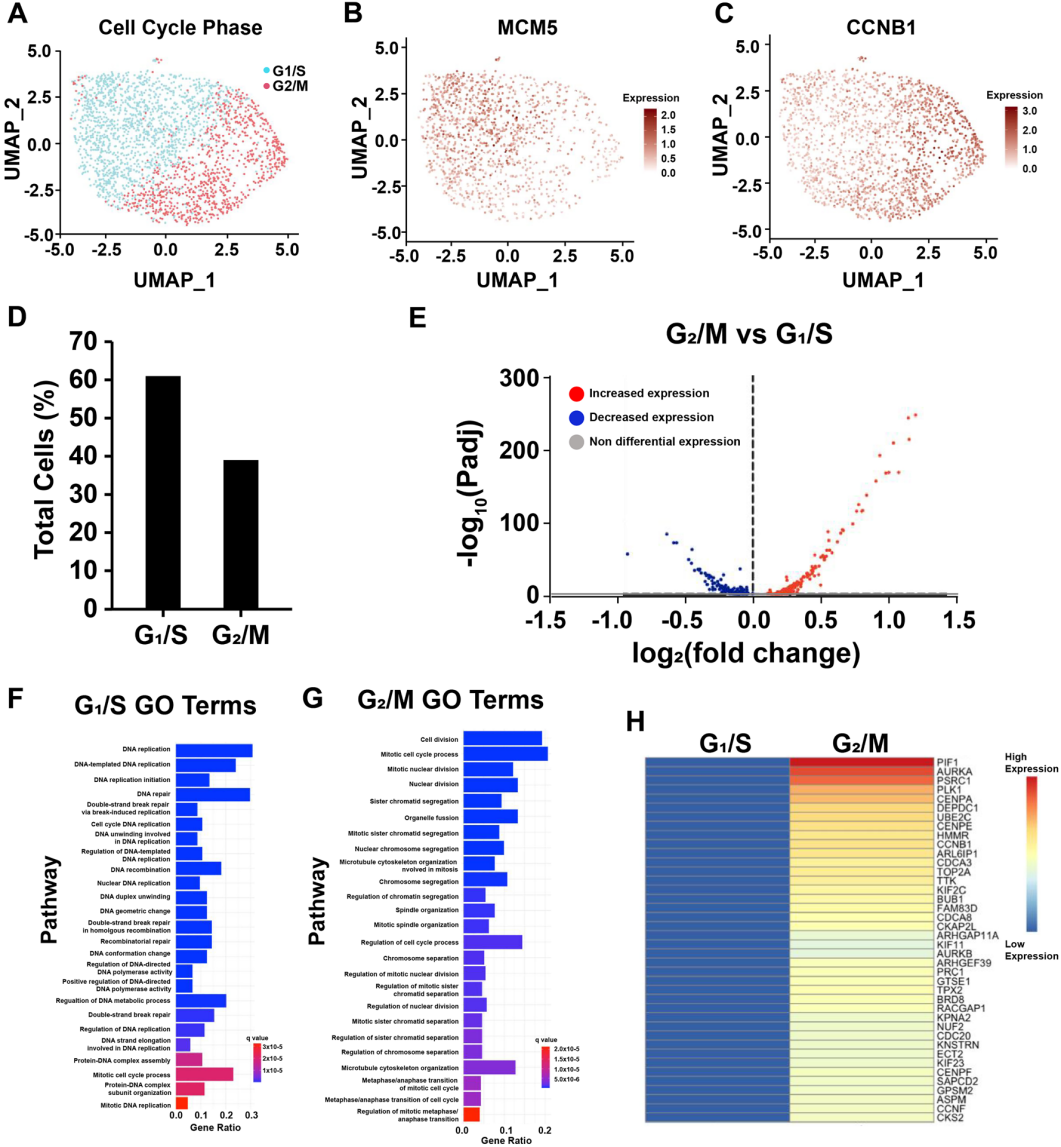
scRNAseq of HEK293-T cells identifies populations of G_1_-S and G_2_-M. **(A)** UMAP of cells assigned to G_1_/S and G_2_/M identity in HEK293-T cell culture. **(B,C)** UMAP of MCM5 and CCNB1 expression. **(D)** Percentage of total cells assigned to G_1_/S and G_2_/M identities. **(E)** Volcano plot of differential gene expression between G_1_/S and G_2_/M clusters. **(F,G)** Gene Ontology results via hypergeometric testing of genes enriched in the G_1_/S cluster and G_2_/M cluster**. (H)** Heat map of the average expression for the top 40 G_2_/M genes between the G_1_/S and G_2_/M clusters.

### Comparison of genes expressed in G_2_-M during asynchronous cycling from ccTaggedRP and scRNAseq

To investigate the differences between the two methodologies, functionalization of shared and method-specific differentially expressed genes was performed. Comparison of differentially expressed genes from the ccTaggedRP method and scRNAseq found 2019 genes specific to the ccTaggedRP method, 423 genes specific to the scRNAseq method, and 107 genes shared between the two (Supplemental Fig. 5A). Furthermore, hypergeometric testing of the shared differentially expressed genes indicated enrichment of genes associated with mitotic cell cycle processes (Supplemental Fig. 5B).

## Discussion

We sought to develop an extension of the RiboTrap/RiboTag technologies that would facilitate the characterization of transcribed genes during distinct cell cycle phases of asynchronously cycling cells. RiboTrap and RiboTag use an EGFP-tagged RPL10a ribosomal protein subunit or HA-tagged RPL22 ribosomal protein subunit, respectively, for translating ribosome affinity purification (TRAP) of mRNA populations and characterization of gene expression^2–4,24–27^. Both methods have provided new insights regarding the gene expression of specific cell types in complex tissues. For example, RiboTrap has been used to investigate the differential gene expression of excitatory neurons and interneuron subtypes^28^, interstitial/pericytes, myeloid cells, nephron cells, and endothelial cells^29^ while Ribotag has been used to characterize gene expression in neurons^3^, microglia^30^, oocyte maturation^31^, and cardiomyocyte and endothelial cells^4^ in diverse disease states. Notably, the gene expression is obtained from bulk RNA sequencing of pooled mRNAs, meaning that the total pool of expressed transcripts dilutes the cell cycle phase-specific transcripts and modifies interpretation. To overcome this limitation, we describe the first-generation ccTaggedRP technology based on merging aspects of FUCCI and RiboTag methods. FUCCI employs degrons that target proteins for degradation during the G_1_/S or G_2_/M phases of the cell cycle^22,23^. By creating ccTaggedRP, which contains different epitope-tagged RPL10a proteins with either hCdt1 or hGem1 degrons, the mRNAs expressed during cell cycle phases can be enriched by TRAP. The initial polypeptide is bicistronic and cleaved into distinct tagged RPL10a chimeric proteins whose subsequent abundance is dictated by the phase of the cell cycle via hCdt1- and hGem-mediated degradation. Additionally, the targeted insertion of a single copy of ccTaggedRP in HEK293-T-Flp-In cells avoided the effects of multiple copy insertion or insertion into a transcriptionally silenced region of the genome, which could adversely affect the expression of ccTaggedRP.

3xFlagTag-RPL10a-hCdt(30–120) and 3xHA-Tag-RPL10a-hGeminin were differentially expressed during G_1_/S and G_2_/M based on synchronization of different phases of the cycle using inhibitors, had similar subcellular locations as endogenous ribosomal proteins, were incorporated into the 60S ribosomal subunit, 80S ribosomes, and polysomes, and facilitated TRAP of mRNAs expressed during G_1_/S and G_2_/M. Bulk RNA sequencing of mRNAs associated with the immunoprecipitation of 3xHA-Tag-RPL10a-hGeminin identified transcripts enriched in the regulation of the mitotic cell cycle and G_2_-M transition of the mitotic cell cycle. Conversely, the immunoprecipitation of 3xFlagTag-RPL10a-hCdt(30–120) identified transcripts enriched in the negative regulation of the mitotic cell cycle and the G_2_-M transition of the mitotic cell cycle. Collectively, our data suggests the predominance of the HA recombinant protein and Flag recombinant protein in the G_2_/M and G_1_/S phases of the cell cycle, respectively.

Next, we compared the results of TRAP using ccTaggedRP with scRNAseq results of HEK293-T cells obtained by 10× Genomics. Cells from the scRNAseq were assigned to either G_1_/S or G_2_/M phases based on their expression profiles. The differential expression between the cell cycle clusters was then compared to those obtained by ccTaggedRP. A comparison of differentially expressed genes from the ccTaggedRP method and scRNAseq found 2019 genes specific to the ccTaggedRP method, 423 genes specific to the scRNAseq method, and 107 genes shared between the two methods. Evaulation of the shared differential gene expression confirmed similar gene expression using the two methods; however, the ccTaggedRP approach resolved nearly four-fold more differentially expressed genes between conditions. Moreover, the transcript enrichment from the ccTaggedRP method was similar if not greater than that of the scRNAseq method. Additionally, the significantly lower cost of bulk RNAseq and its consequent opportunity for multiple biological replicates further bolster the potential of ccTaggedRP as an alternative to scRNAseq for resolving cell cycle-specific gene expression.

There are, however, limitations to the ccTaggedRP technology. First, the exchange rates of RPLs into and out of ribosomes are likely different for each RPL and could affect the efficiency of the ccTaggedRP technology (Supplemental Fig. 6). For example, RPLs with slower exchange rates may not degrade efficiently during cell cycle phases and influence the interpretation of TRAP data. Therefore, future ccTaggedRPs that use different RPLs will require careful characterization, given the dynamic properties of RPLs. This problem may be further exacerbated for rapidly cycling tissue, in which there is insufficient time for degradation of the constructs between phases. FUCCI constructs encode fluorescently labeled degrons and may be more amenable to degradation compared to Flag-RPL10a-hCdt and HA-RPL10a-hGem that are incorporated into ribosomes, potentially slowing their degradation. However, HA-RPL10a-hGem demonstrated more pronounced expression changes in response to the cell cycle. As presented in this study, we were able to resolve cell cycle-specific gene expression in a highly replicative embryonic kidney epithelial cell line, suggesting that the kinetics of the construct are sufficiently fast to support analyses in most contexts. Second, the heterogeneity of ribosomes could influence the interpretation of TRAP data^32^. Third, we acknowledge the presence of lower molecular weight HA and FLAG recombinant proteins, which are likely products of protein degradation. This is to be expected as each of the recombinant proteins have C-terminal degrons. Importantly, despite the presence of these degradation products, cell cycle-specific gene expression was still able to be discerned. Finally, we tested the technology in asynchronous cells in culture, a scenario that provided adequate signal detection. Translating the ccTaggedRP technology to a transgenic mouse for in vivo experiments may be challenging.

Despite these limitations, the ccTaggedRP method is promising and has great potential to identify cell cycle phase-specific gene expression in complex tissues. Moreover, it can be combined with other technologies to create even more powerful approaches. The ccTaggedRP construct could be inserted downstream of tissue-specific promoters to resolve cell cycle-specific gene expression in specific tissues. This may be particularly useful due to the high degree of contamination observed in other purification methods. Furthermore, in tissues with low replicative capacities, this methodology affords the ability to pool multiple biological samples to characterize these sparse populations. Alternatively, the methods could be adapted to create chimeras of epitope-tagged Argonaut proteins containing hCdt1 and hGem to survey the expression of microRNAs expressed during G_1_/S and G_2_/M in asynchronous cycling cells in complex tissues.

## Methods details

The Flp-In HEK293-T cells stably expressing ccTaggedRP cell line and plasmid are available upon reasonable request to the corresponding author. The CAG-ccTaggedRP plasmid will be deposited into Addgene.

### Creation of the ccTaggedRP construct

A DNA construct encoding 3× Flag-Tag, human Cdt1 (amino acid 30 to 120), T2A, 3× HA-Tag, and human Geminin (hGem (amino acids 1 to 110)) and containing 5P BglII and 3P NheI restriction sites was synthesized by IDT DNA, Inc. The hCdt1 and hGem DNA sequences were similar to the sequences used in Fucci2aR^22^. CMV promoter and multicloning sites were removed from pSF-CAG-Kan (plasmid OGS505, Sigma, Inc) using BglII and NheI and replaced with the sequence containing 3× Flag Tag, hCdt1(30–120), T2A, 3× HA Tag, and hGem(1–110). The DNA sequence corresponding to cDNA of mouse RPL10a was synthesized by IDT DNA, Inc, and modified to add 5P and 3P AvrII or 5P and 3P MluI restriction sites. The add 5P and 3P AvrII or 5P and 3P MluI RPL10a cassettes were subcloned into 3× Flag Tag, hCdt1(30–120), T2A, 3× HA Tag, and hGem(10–110) to create in frame 3× Flag Tag-RPL10a-Cdt1(30–120)-T2A-3× HA Tag-RPL10a-hGem(10–110) in the pSF plasmid. Then, a CAG promoter was subcloned into the 3× Flag Tag-RPL10a-hCdt1(30–120)-T2A-3× HA Tag-RPL10a-hGem(10–110) plasmid to create the CAG-ccTaggedRP construct. We made the Flp-In HEK293-T cells stably expressing ccTaggedRP using the ccTaggedRP DNA construct that subcloned into a plasmid modified to contain a CAG promoter and 3P FRT and Hygromycin sequences corresponding to pcDNA5/FRT (ThermoFisher, Inc.). The Flp-In HEK293-T cells were purchased from Invitrogen, Inc and the Flp-In HEK293-T cells stably expressing ccTaggedRP were made according to the manufacture’s protocol. The DNA sequences of all constructs were validated by Sanger sequencing.

### Polysome profiling

Polysome profiling of HEK293T cells was conducted as described previously^33^. A 100 mg cell pellet was lysed with 500 µL of lysis buffer (20 mM HEPES–KOH pH 7.7, 100 mM KCl, 5 mM MgCl_2_, 0.5% IGEPAL, 1 mM DTT, 0.5× protease inhibitor cocktail (Promega), 4 units/mL RNase inhibitor (Promega), 100 µg/mL cycloheximide). The lysate was passed through a 23G needle four times and centrifuged at 11,200×*g* at 4 °C, for 8 min. The clarified lysate was loaded on top of a linear sucrose gradient (10–50% sucrose, 20 mM HEPES–KOH pH 7.7, 100 mM KCl, 10 mM MgCl_2_, 1 mM DTT). The sample was centrifuged at 230,000×*g* at 4 °C, for 2.5 h using an SW40 rotor. After centrifugation, a BioComp gradient profiler was used to fractionate the sucrose gradient at 0.2 mL/min into 800 µL fractions. The absorbance at 260 nm was measured during fractionation.

### Negative stain EM

For negative stain electron microscopy, a 10 µL sample corresponding to the 80S ribosome peak (fraction 5) was applied directly after fractionation to a glow discharged 400-mesh grid (EMS, CF400-Cu-50) and incubated for 5 min at room temperature. The grid was stained with 2% uranyl acetate twice for 1 min each. Excess fluid was blotted away with Whatman filter paper after each incubation period (Cytiva, 1001-090). Images were collected on an FEI F20 electron microscope operated at 120 kV and equipped with a TVIPS TemCam XF416 camera. Images were taken at a magnification of 62,000×, and a pixel size of 0.17 nm.

### Western blotting

For Western Blotting of sucrose gradient fractions, TCA (100% w/v) was added to each fraction at a final concentration of 10% and the samples were incubated for 30 min on ice. The samples were centrifuged at 13,000×*g* at 4 °C for 15 min. Pellets were washed with ice cold acetone and centrifuged at 13,000 xg for 10 min (2×). The pellets were dried, then resuspended in 100 µL of 1× SDS-PAGE sample buffer (50 mM Tris–HCl pH 6.8, 2% SDS, 6% glycerol, 0.004% bromophenol blue, 1% β-mercaptoethanol). Proteins were resolved on a NuPAGE 4–12% Bis–Tris minigel (Invitrogen, NP0323BOX) and transferred onto a 0.2 µm PVDF membrane (Invitrogen LC2002). The membrane was blocked in 3% BSA in 1× PBST (0.1% Tween-20) and probed with FLAG (Sigma, F1804), HA (Invitrogen, 26183), and RPL10a (Invitrogen, MA5-44710) antibodies diluted in 1% BSA in 1× PBST. Secondary anti-mouse (Invitrogen, A21058) and anti-rabbit (LI-COR, 926-32213) antibodies were used for detection with the LI-COR Odyssey imager.

For Western blotting of cell lysates, HEK293-T cells expressing ccTaggedRP were cultured in DMEM (CAT#:11965-092, ThermoFisher) supplemented with 10% fetal bovine serum (CAT#: 10438026, ThermoFisher) and 500 µg/mL Hygromycin B (CAT#: 10687010, ThermoFisher) until 80% confluency. Cells were washed once with Dulbecco's phosphate-buffered saline (DPBS) (CAT#: 14040133, ThermoFisher) and lysed in RIPA buffer (CAT#: 89900, ThermoFisher) supplemented with protease inhibitors (Roche, 04693159001). Protein concentration was quantified with the Pierce BCA kit (CAT#: 23225, ThermoFisher) and normalized. 4× loading buffer was added to samples. 25 µg of total protein was run on SDS gels (CAT#: 4561034, Bio-rad) and transferred to PVDF membranes with 45 µm pores (CAT#: 84-895, Prometheus). The membranes were blocked in 5% non-fat milk (Great Value) in Tris-buffered saline with 0.1% Tween 20 (TBST). Membranes were then incubated overnight with primary antibodies against FLAG (1:1000, CAT#: F1804, Invitrogen), HA (1:1000, CAT#: 26183, Invitrogen), or GAPDH (1:1000, CAT#: ab9485, Abcam) in 5% milk solution. Membranes were washed three times with TBST and subsequently incubated in TBST with HRP-conjugated secondary antibodies (CAT#: G-21234, Invitrogen). Membranes were washed twice with TBST and once with TBS. Chemiluminescent reaction was catalyzed by addition of 1:1 1 Ambersham ECL Detection Kit. Membranes were imaged on a Bio-Rad ChemiDoc Touch Imaging System (Bio-Rad, Inc.). Densitometry was quantified using Bio-Rad Image Lab 6.1 (Rio-Rad, Inc.).

### Serum starvation of cultured cells

HEK293-T cells expressing ccTaggedRP were cultured in DMEM (CAT#:11965-092, ThermoFisher) supplemented with 10% fetal bovine serum (CAT#: 10438026, ThermoFisher) and 500 µg/mL Hygromycin B (CAT#: 10687010, ThermoFisher) until 80% confluency. Starved samples were then cultured in DMEM supplemented with only fetal bovine serum for the indicated amount of time.

### Pharmacologic synchronization of cultured cells

HEK293-T cells expressing ccTaggedRP were cultured in Dulbecco's Modified Eagle Medium (DMEM) (CAT#:11965-092, ThermoFisher) supplemented with 10% fetal bovine serum (CAT#: 10438026, ThermoFisher) and 500 µg/mL Hygromycin B (CAT#: 10687010, ThermoFisher) until 70% confluency. Cells were then treated with vehicle, 100 μM Lovastatin (CAT#: 400046, Sigma) for 48 h, 20 µg/ml hydroxyurea (CAT#: 400046, Sigma) for 24 h, or 5 µg/ml nocodazole (M1404, Sigma) for 48 h.

### Flow cytometry

Cells were incubated with 10 µM EdU for 1.5 h prior to harvest. Following harvest, cells were incubated with fixable LIVE/DEAD stain (CAT#: L34992, ThermoFischer) for 20 min in the dark and then washed with PBS. Following staining, cells were fixed with 4% paraformaldehyde (PFA) for 20 min and then were washed with 1% BSA. Cells were permeabilized and underwent the Click-it reaction according to manufacturer's instructions (CAT#: C10633, ThermoFischer). Cells were then washed with permeabilization buffer and stained with FxCycle Violet (CAT#: F10347, ThermoFischer) for 1 h in the dark. Data was obtained with a BD LSR Fortessa and analyzed with OMIQ (Dotmatics). Gating strategy is illustrated in Supplemental Fig. 2.

### Immunofluorescence of cultured cells

HEK293-T cells expressing ccTaggedRP were cultured in DMEM (CAT#:11965-092, ThermoFisher) supplemented with 10% fetal bovine serum (CAT#: 10438026, ThermoFisher) and 500 µg/mL Hygromycin B (CAT#: 10687010, ThermoFisher) until 80% confluency. Medium was removed, and cells were fixed in 4% PFA. Cells were washed and incubated overnight in 1× PBS. Slides were then incubated at 90 °C in 1× unmasking solution (CAT#: H-3300, Vector Labs). Slides were cooled to room temperature and then washed three times with 1× PBS. Slides were blocked in 1× PBS containing fish skin gelatin oil (FSG) and Donkey Serum (CAT#: S30-100ML, Millipore Sigma) for 1 h at room temperature. Cell slides were incubated in primary antibodies against FLAG (CAT#: PAB29056, Abnova) and RPL10a (CAT#: PA5-62845, Invitrogen) in 1× PBS contacting FSG overnight at 4 °C. Slides were washed once with 1× PBS containing FSG and 0.1% Tween-20 and once with 1× PBS. Cells were then incubated with secondary antibodies against donkey anti-chicken (CAT#: 703-585-155, Jackson ImmunoResearch) and donkey anti-rabbit IgG (CAT#: 711-475-152, Jackson ImmunoResearch) in 1× PBS containing FSG and 0.1% Tween-20. Slides were washed once with 1× PBS containing FSG and 0.1% Tween-20 and once with 1× PBS. Cover slips were then mounted with VECTASHIELD^®^ Antifade Mounting Medium with DAPI (H-1200-10, Vector Laboratories).

### Cell culture, lysis, immunoprecipitations, and RNA recovery

HEK293-T cells expressing ccTaggedRP were cultured in Dulbecco's Modified Eagle Medium (DMEM) (CAT#:11965-092, ThermoFisher) supplemented with 10% fetal bovine serum (CAT#: 10438026, ThermoFisher) and 500 µg/mL Hygromycin B (CAT#: 10687010, ThermoFisher) until 70% confluency. Cells were washed with DPBS (CAT#: 14040133, ThermoFisher) and lysed in Pierce™ IP Lysis Buffer (CAT#: 87787, ThermoFischer) supplemented with 1× protease inhibitor (CAT#: 87785, ThermoFischer) and RNAse Inhibitor (CAT#: AM2682, Invitrogen). Lysed samples were incubated overnight with 5 µg of IP antibodies against FLAG (CAT#: F1804, Invitrogen) or HA (CAT#: 26183, Invitrogen). 0.25 mg of Pierce Protein A/G Magnetic Beads (CAT#: 88802, ThermoFischer) were added, and the resulting mixture was incubated overnight with rocking at 4 °C. Magnetic bead-target complexes were collected with a magnetic stand, and the remaining solution was aspirated. Samples were washed twice with IP lysis buffer and resuspended in RW1 buffer. RNA was then isolated with the RNeasy mini kit (CAT#: 74104, Qiagen) according to the manufacturer's instructions. Isolated mRNA samples were quantified and submitted to Genewiz for further processing and sequencing.

### RNA sequencing analyses

cDNA library preparation with adapter ligation, and sequencing using an Illumina® HiSeq® system were performed by Genewiz, Inc. Reads underwent quality control, trimming, alignment, and quantification according to Genewiz standard workflows. Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the *Homo sapiens* GRCh38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. The STAR aligner is a splice aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated as a result of this step. Below are the statistics of mapping the reads to the reference genome. Genes with less than ten reads in at least three samples (the minimum sample size for a group) were excluded for subsequent analysis. Differential expression analysis was performed using R and the DEseq2 package. Functionalization was performed using ClusterProfiler package in R and GSEA software.

### scRNAseq analysis

A scRNAseq dataset of cultured HEK293-T cells was sourced from 10× Genomics (10× Genomics). Sequencing yielded 737,280 cells with an average of 66.58 reads per cell and 19.45 genes per cell. Poor quality cells were removed, using the following inclusion criteria: cells with greater than 2000 genes, greater than 7500 reads, and less than 7.5% mitochondrial DNA. Cells were assigned a “G_2_/M” or “G_1_/S” identity using the CellCycleScoring algorithm in Seurat and previously published data sets (supplemental Fig. 7)^34,35^. Cells unable to be assigned confidently to either identity were discarded before downstream analysis. After filtering, 2447 cells remained with an average of 15,651.61 reads per cell and 3485.21 genes per cell. Data was normalized and scaled with the Seurat package in R. UMAP dimensionality reduction was performed with 11 principal components and a resolution of 0.5. Differential expression analysis based on the cell cycle cluster was performed using the Seurat package in R. Functionalization was performed using clusterProfiler package in R.

### Quantification and statistical analysis

Shapiro Wilk test was performed on continuous variables to evaluate the data distribution. Normally-distributed data and non-normally distributed data were then analyzed for statistical significance by Student t test and Mann–Whitney U test, respectively. Statistical significance for RNAseq and scRNAseq data was determined through Benjamini–Hochberg procedure and reported as the adjusted p-value. All data is presented as mean ± standard deviation.

### Inclusion and diversity

We support inclusive, diverse, and equitable conduct of research.

### Supplementary Information

Supplementary Legends.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Figures.

## Data Availability

All data reported in this paper will be shared upon request. Please contact the corresponding author, M.J.W., for access to data. The RNAseq data files have been deposited into Gene Expression Omnibus (GEO), Accession ID: GSE225385 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225385). This paper does not report original code. Any additional information required to reanalyze the data deposited in this paper is available from the lead contact upon request.

# Supplementary material for: Cell cycle specific, differentially tagged ribosomal proteins to measure phase specific transcriptomes from asynchronously cycling cells
**Source:** Sci Rep. 2024 Jan 18;14:1623. doi: 10.1038/s41598-024-52085-5
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Supplemental Figure Legends**

**Supplemental Figure 1. (A)** Immunoblots of serum starved HEK293T-FlpIN cells stably expressing ccTaggedRP probed with antibodies to Flag-Tag or HA-Tag. See Supplemental Figure11 for uncut blots. **(B and C)** Immunoblots and quantitation of HA recombinant protein expression in serum fed conditions and after 48 hours of serum starvation. Opens bars show the means +/- SEM. Open circles are individual experiments. (N = 4) *P=0.012 by t-test. See Supplemental Figure 11 for uncut blots.

**Supplemental Figure 2.** Gating strategy for FACS of HEK293T FlpIn cells stably expressing ccTaggedRP. **(A)** Live cells sorting, **(C)** Singlet cells based on DAPI, and **(C)** EdU intensity to gate G1, S, and G2/M cells.

**Supplemental Figure 3.** G1/S and G2/M Clustering gene sets

**Supplemental Figure 4.** Quality-control filtering of scRNAseq data

**Supplemental Figure 5.** Comparison of genes expressed in G2-M during asynchronous cycling from ccTaggedRP and scRNAseq. **(A)** Venn diagram of differentially expressed genes found in the ccTaggedRP RNAseq dataset and the scRNAseq dataset. **(B)** Gene Ontology results via hypergeometric testing of shared differentially expressed genes between the two datasets.

**Supplemental Figure 6.** Possible mechanism for the incorporation and turnover of ccTaggedRPs into ribosomes

**Supplemental Figure 7.** Original uncropped western blots of Flag, HA, and RPL10a used in Figure 1C. Lanes 1-3 correspond to HEK293T cells transfected with empty vector, HEK293T cells transfected with ccTaggedRP construct, and non-transfected HEK293T cells, respectively. Red arrows denote recombinant protein.

**Supplemental Figure 8.** Original uncropped western blots of Flag and HA used in Figure 2A for the transiently transfected and stable cell lines. Lanes 1-2 correspond to HEK293T cells transiently transfected ccTaggedRP construct and HEK293T cells stably expressing ccTaggedRP, respectively. High exposure for HA was used to show the presence of HA recombinant protein in the transiently transfected cells. Red arrows denote recombinant protein.

**Supplemental Figure 9.** Original uncropped western blots of Flag, HA, and RPL10a used in Figure 3, B, C, and D. **(A)** anti-Flag, **(B)** Anti-HA, and **(C)** anti-RPL10a. Fractions numbers from sucrose gradient chromatography of HEK293T-FlpIn cells expressing ccTaggedRP are shown. Panel A shows a band at ~70 kD in all lanes that represents a possible artifact band or full-length ccTaggedRP that has not undergone cleavage at the internal T2A site.

**Supplemental Figure 10.** Original uncropped Western blots of HA and GAPDH used in Figure 4C. Lanes 1-3 correspond to HEK293T cells stably expressing ccTaggedRP and treated with (1) Lovastatin, (2) Hydroxyurea, or (3) Nocodazole. Red arrows denote Flag (Left), HA (Center), and GAPDH (right).

**Supplemental Figure 11.** Original uncropped western blots of Flag and HA used in Supplemental Figure 1A for serum starved cell. Lanes 1-5 correspond to HEK293T cells stably expressing ccTaggedRP after 16 20, 24, 36, and 48 hours if serum starvation, respectively. Lane x was not used for analyses. Red arrows denote recombinant protein.

**Supplemental Figure 12.** Original uncropped western blots of HA and GAPDH used in Supplemental Figure 1B. Lanes 1-4 correspond to HEK293T cells stably expressing ccTaggedRP cultured in serum-sufficient media and lanes 5-8 correspond to HEK293T cells stably expressing ccTaggedRP cultures in serum-depleted media. The red arrow denoted recombinant protein.

**Supplementary tables**

**Supplemental Table 1.** Excel file of differentially expressed genes identified by the immunoprecipitations of recombinant Flag-RPL10a-hCdt and HA-RPL10a-hGem proteins expressed in asynchronous HEK293-T Flp-In cells stably expressing ccTaggedRP. Ensembl Gene ID, counts in triplicateds of Flag-RPL10a-hCdt IP and triplicates of HA-RPL10a-hGem IP are shown. The log2 fold change, and adjusted p-values are listed.

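The values listed per library in the deposited form of this table are not raw read numbers. Each is the number of reads on a gene divided by a factor for its library, which DESeq2 derives from the median ratio of the library's genes to their mean over all libraries. The factors recovered from the deposited values run from 0.770 in Flag-IP replicate 1 to 1.42 in HA-IP replicate 1, so a value of 100 stands for fewer than 100 reads in the former and more in the latter. DESeq2 run on the recovered reads gave the deposited calls, with 0 genes called in only 1 of them.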

**Supplemental Table 2.** Excel file of differentially expressed genes between G1/S and G2/M cells identified by single cell RNAseq. G1/S and G2/M are average relative transcript expression for the specified cell clusters. The log2 fold change, and adjusted p-values are listed.

# Supplementary material for: Cell cycle specific, differentially tagged ribosomal proteins to measure phase specific transcriptomes from asynchronously cycling cells
**Source:** Sci Rep. 2024 Jan 18;14:1623. doi: 10.1038/s41598-024-52085-5
**Supplement:** Supplementary file 4 — Supplementary Figures.

**Supplemental Figure 1**

**
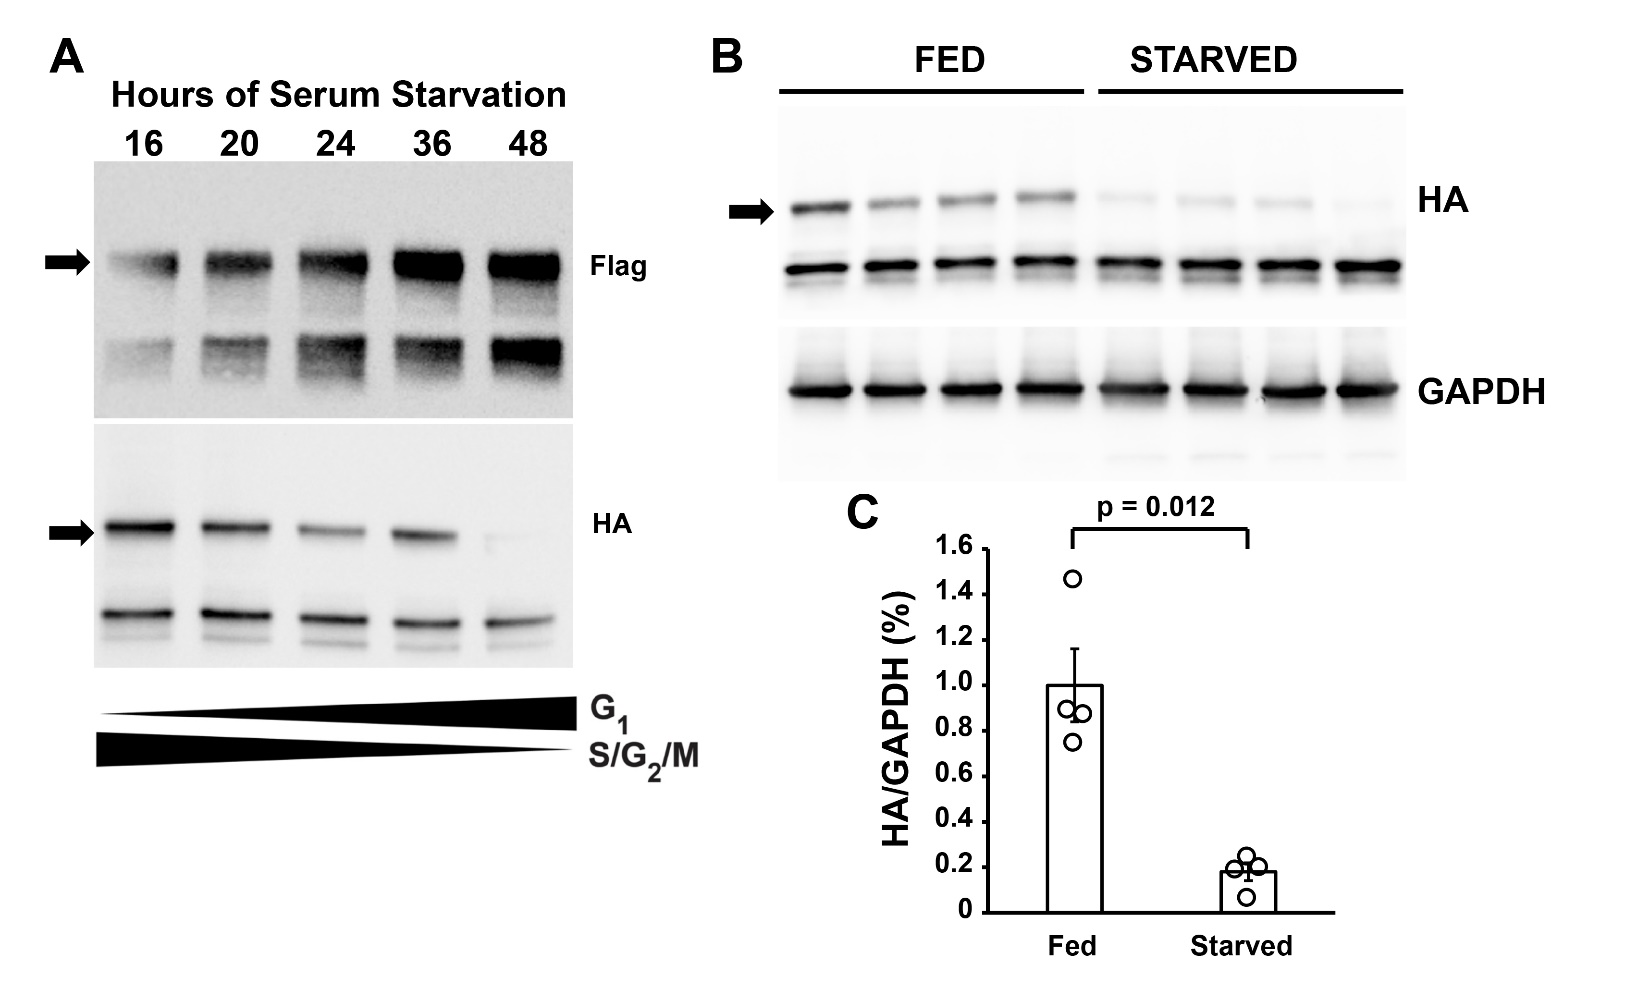
**

**
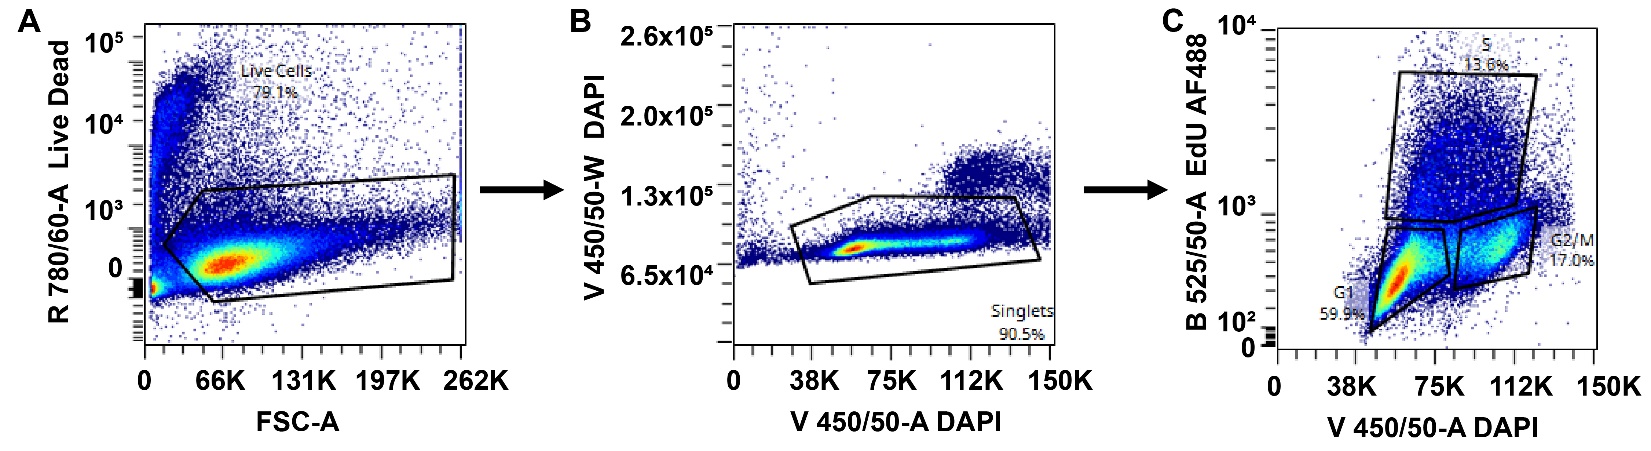
Supplemental Figure 2**

**Supplemental Figure 3**

**
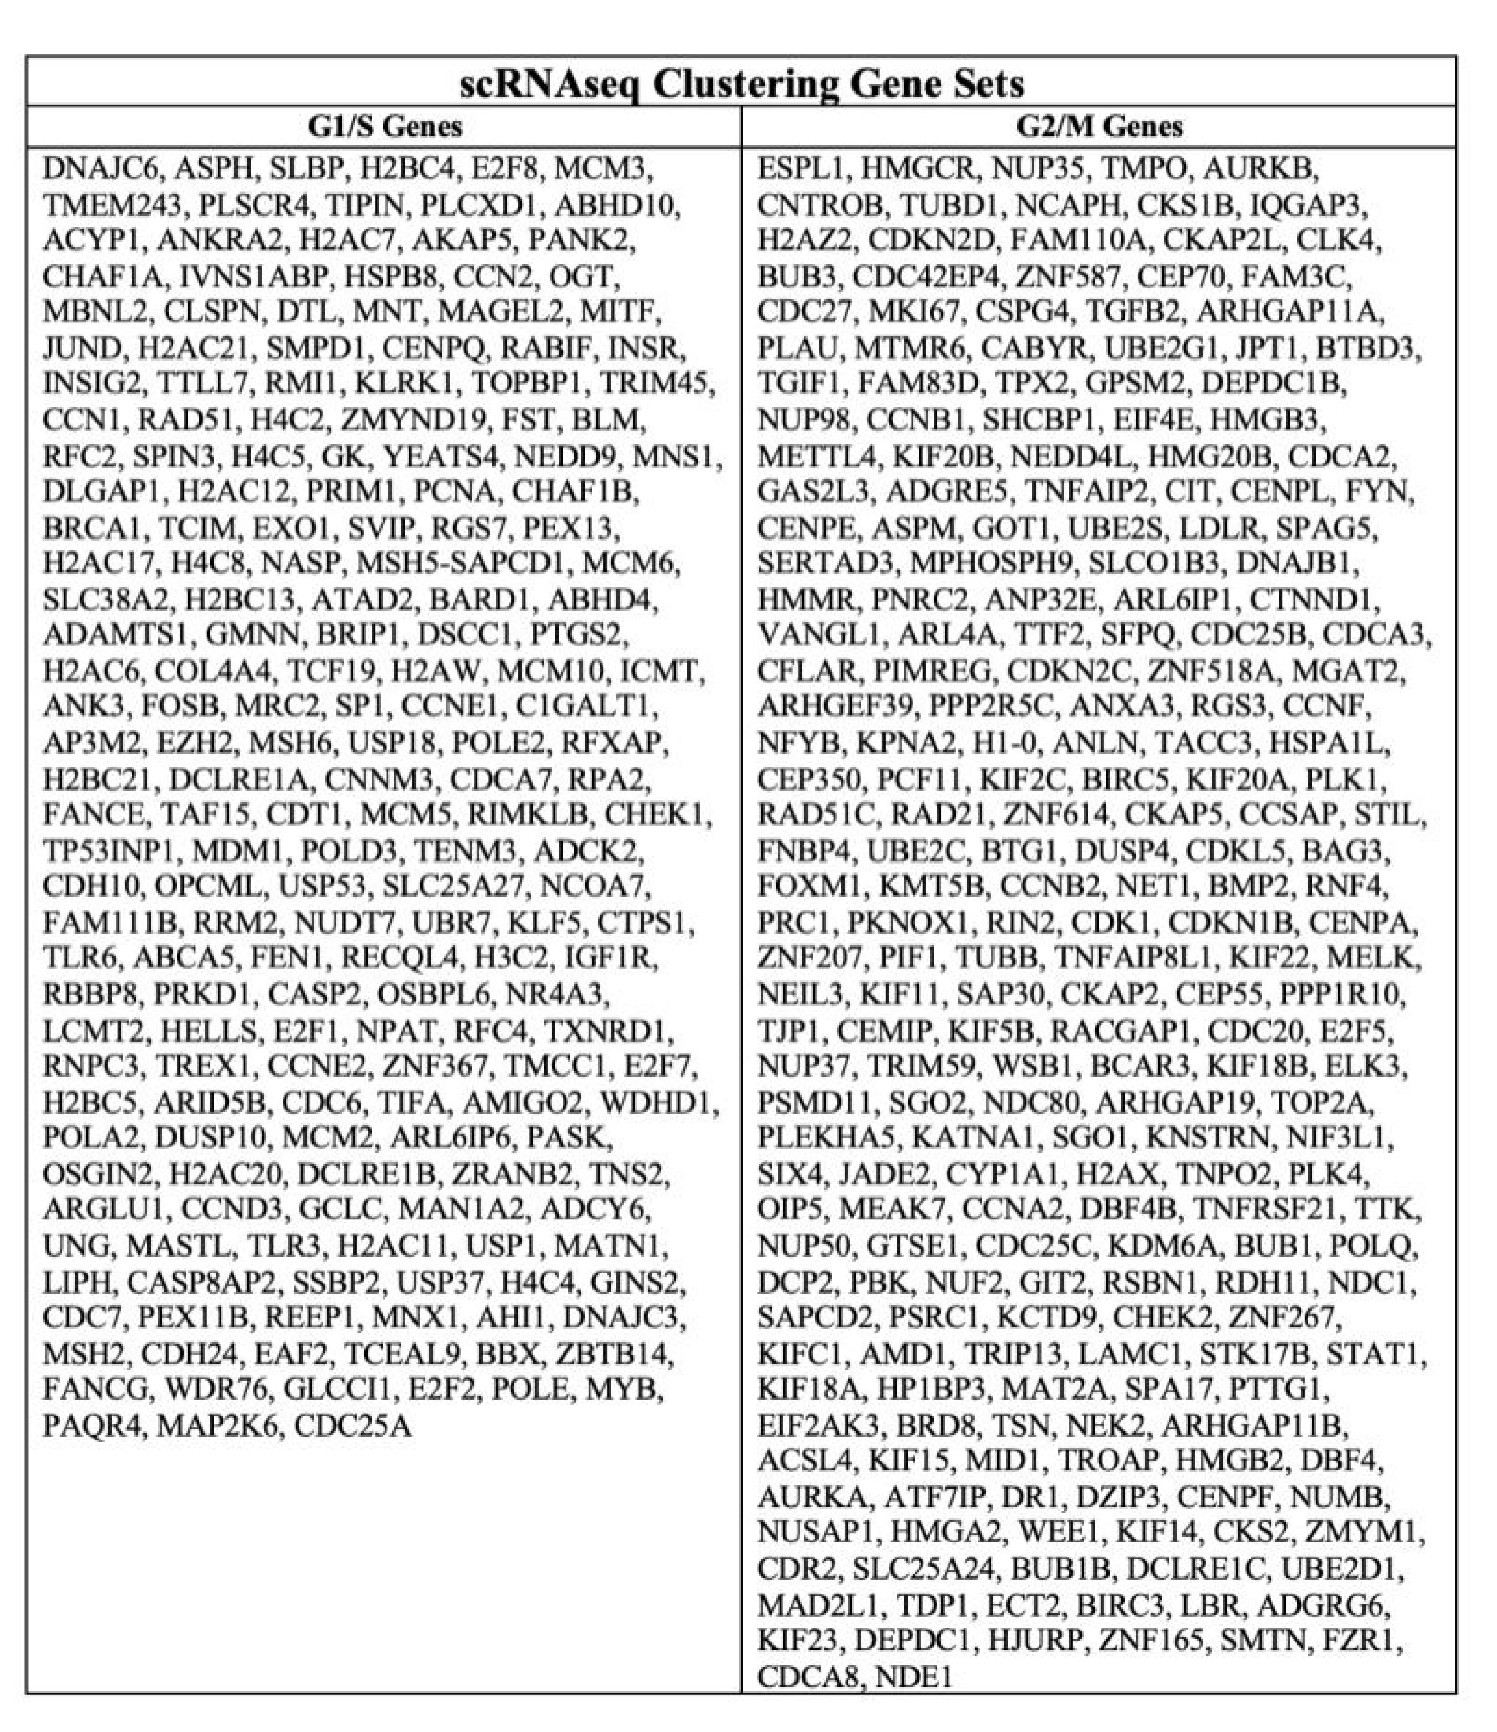
**

**Supplemental Figure 4**

**
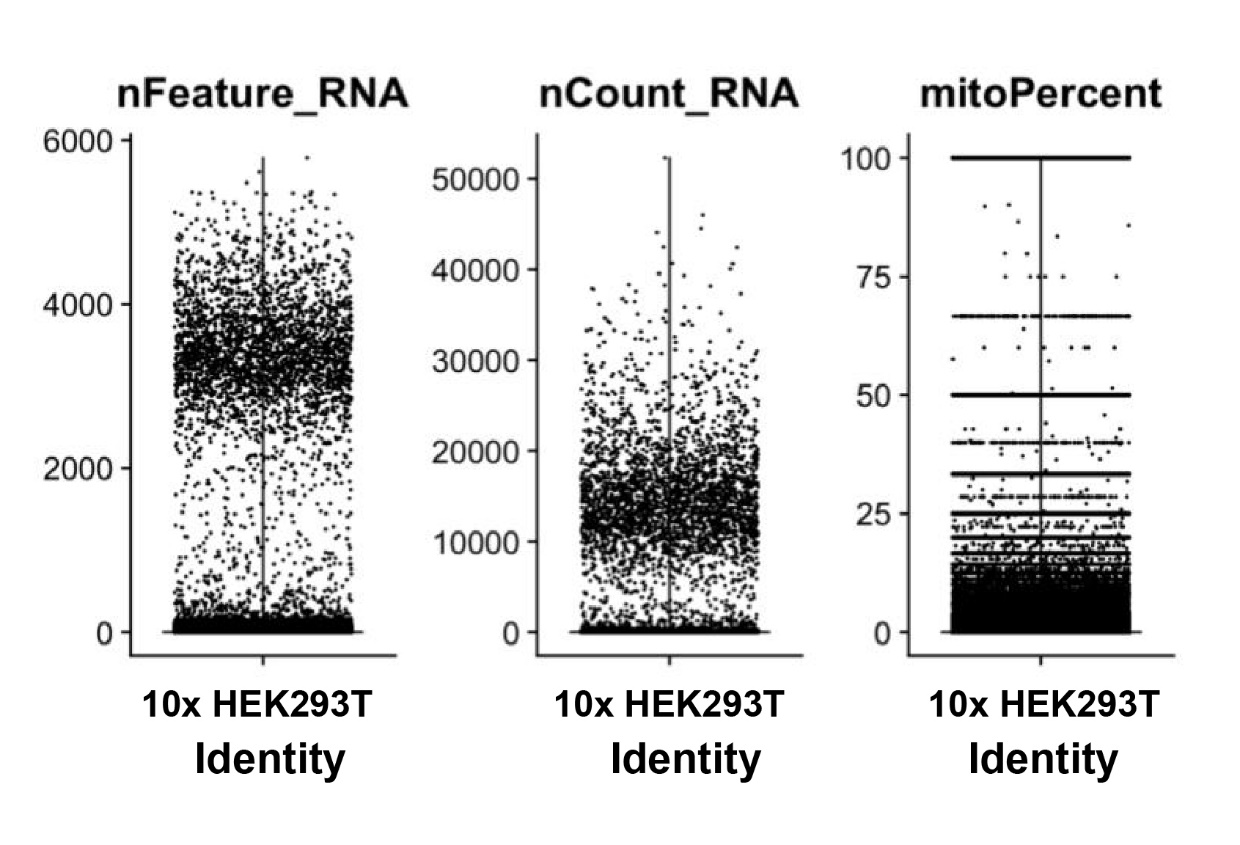
**

**Supplemental Figure 5**

**
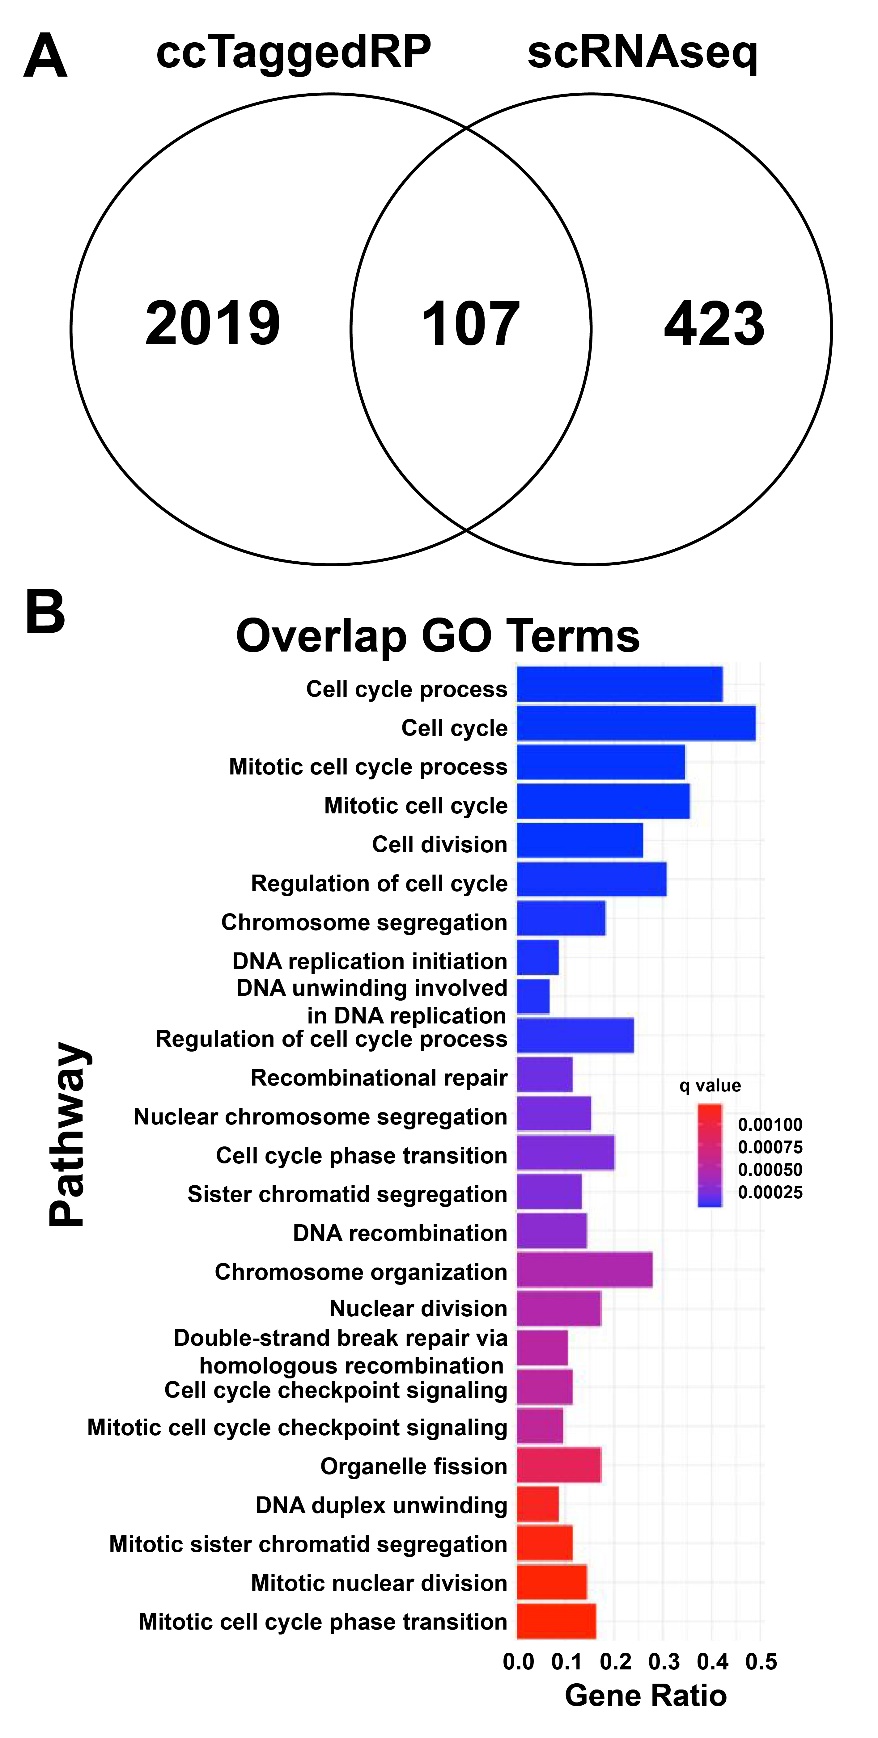
**

**Supplemental Figure 6**

**
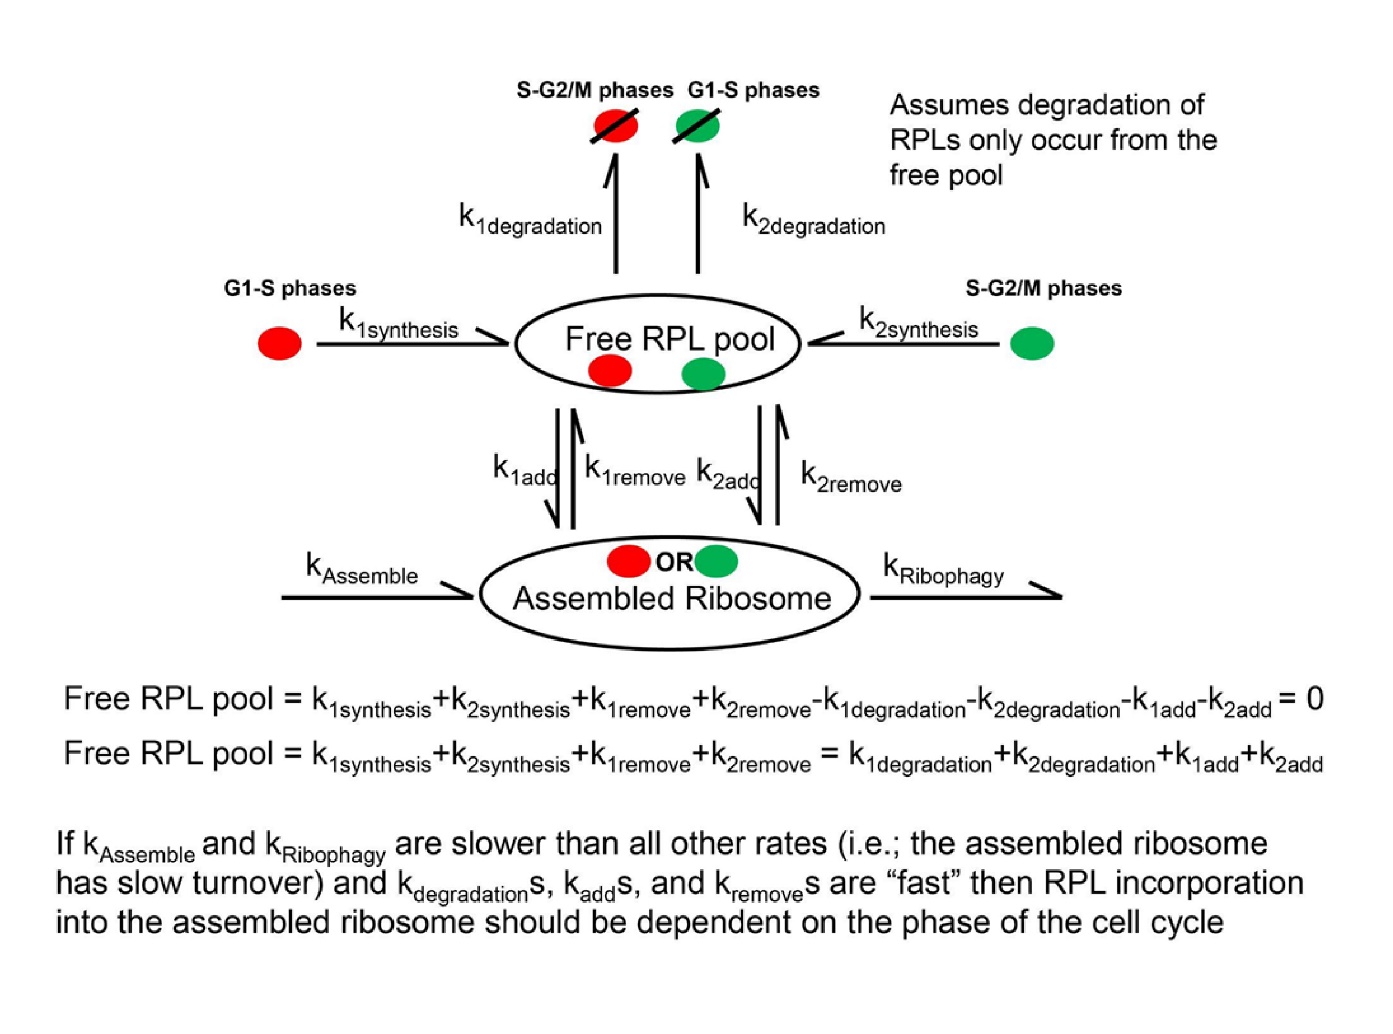
**

**Supplemental Figure 7**

**
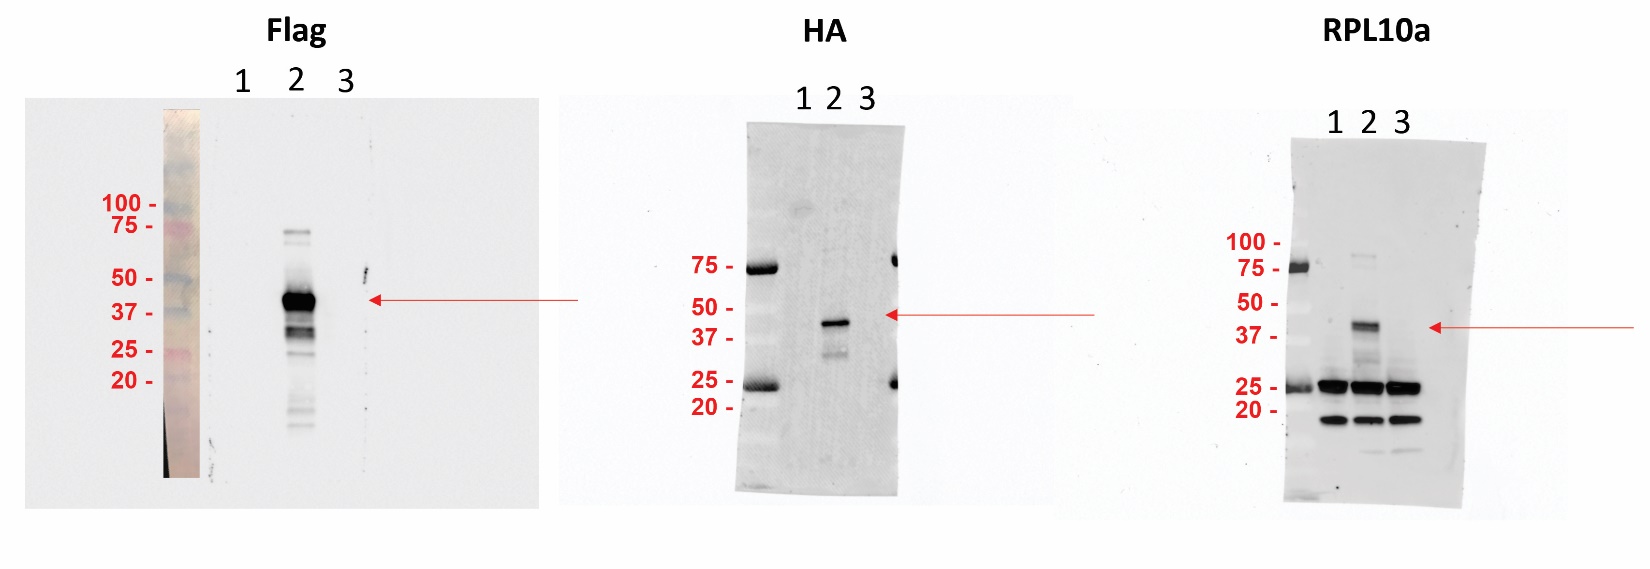
**

**Supplemental Figure 8**

**
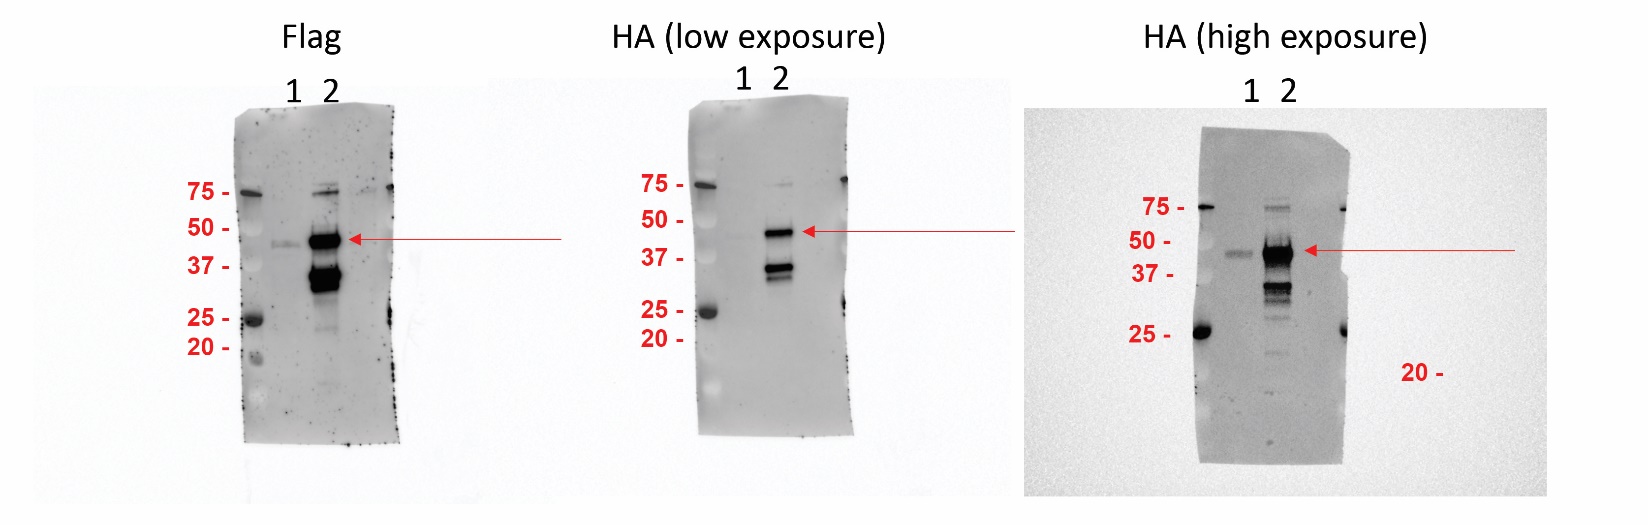
**

**Supplemental Figure 9**

**
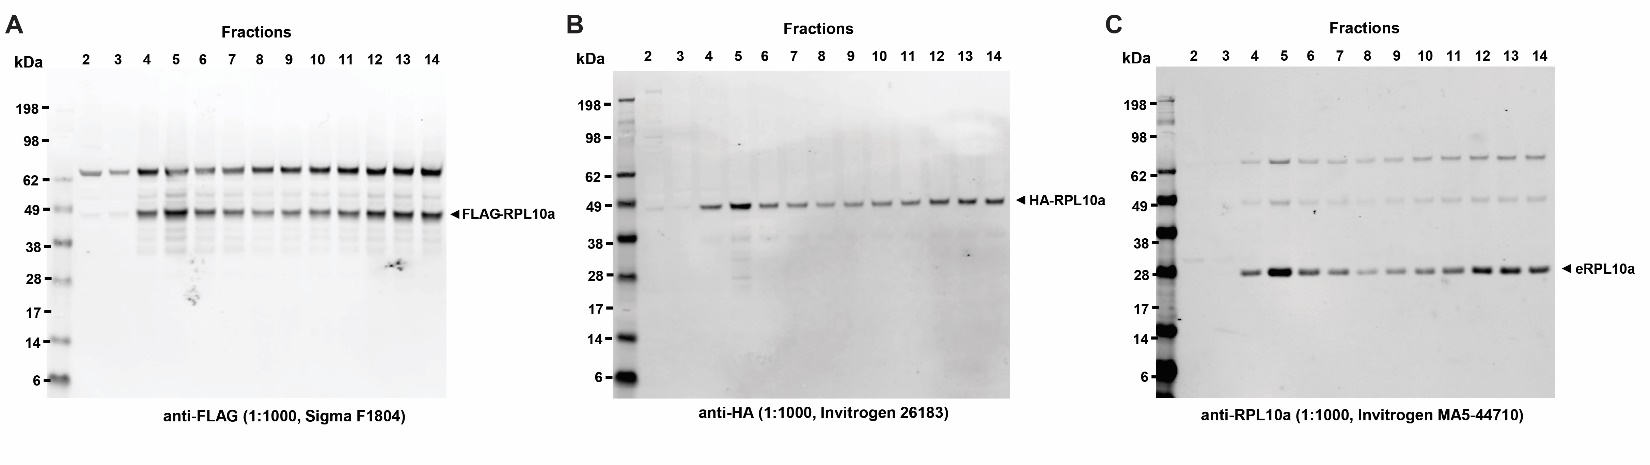
**

**Supplemental Figure 10**

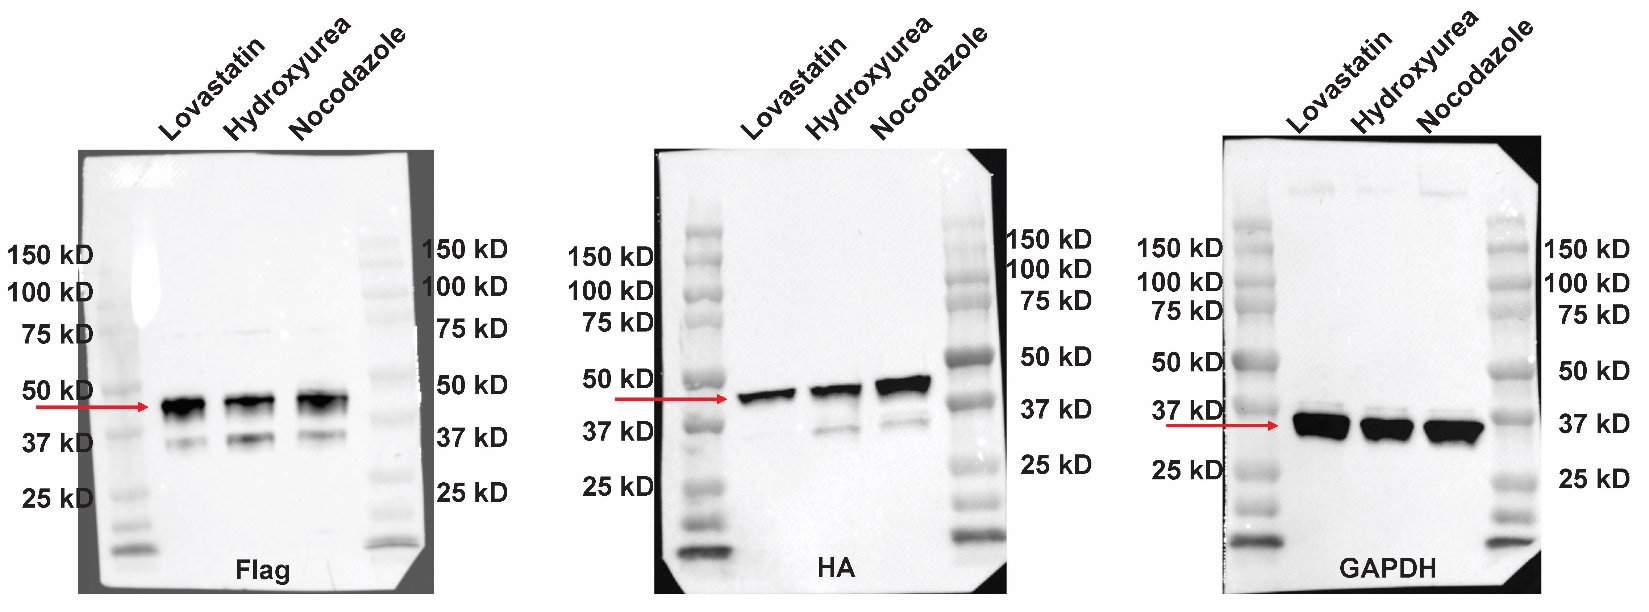

**Supplemental Figure 11**

**
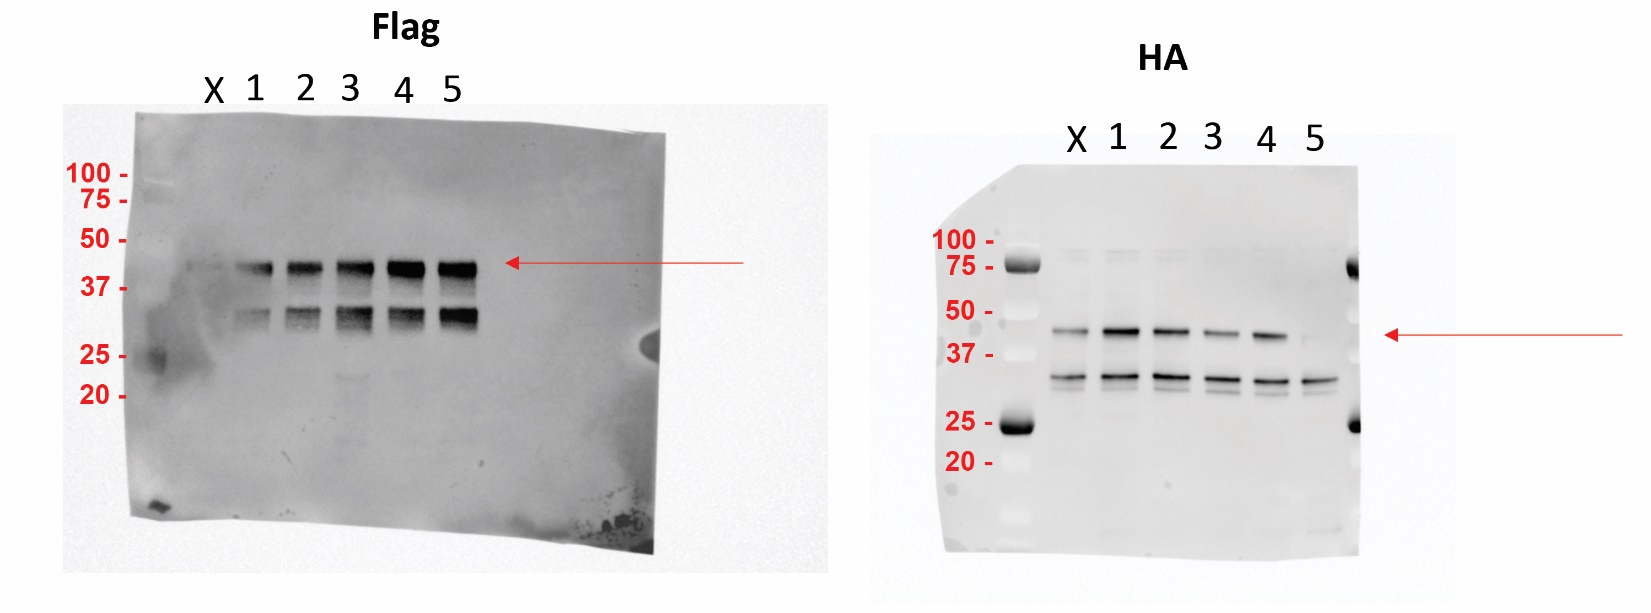
**

**Supplemental Figure 12**

**
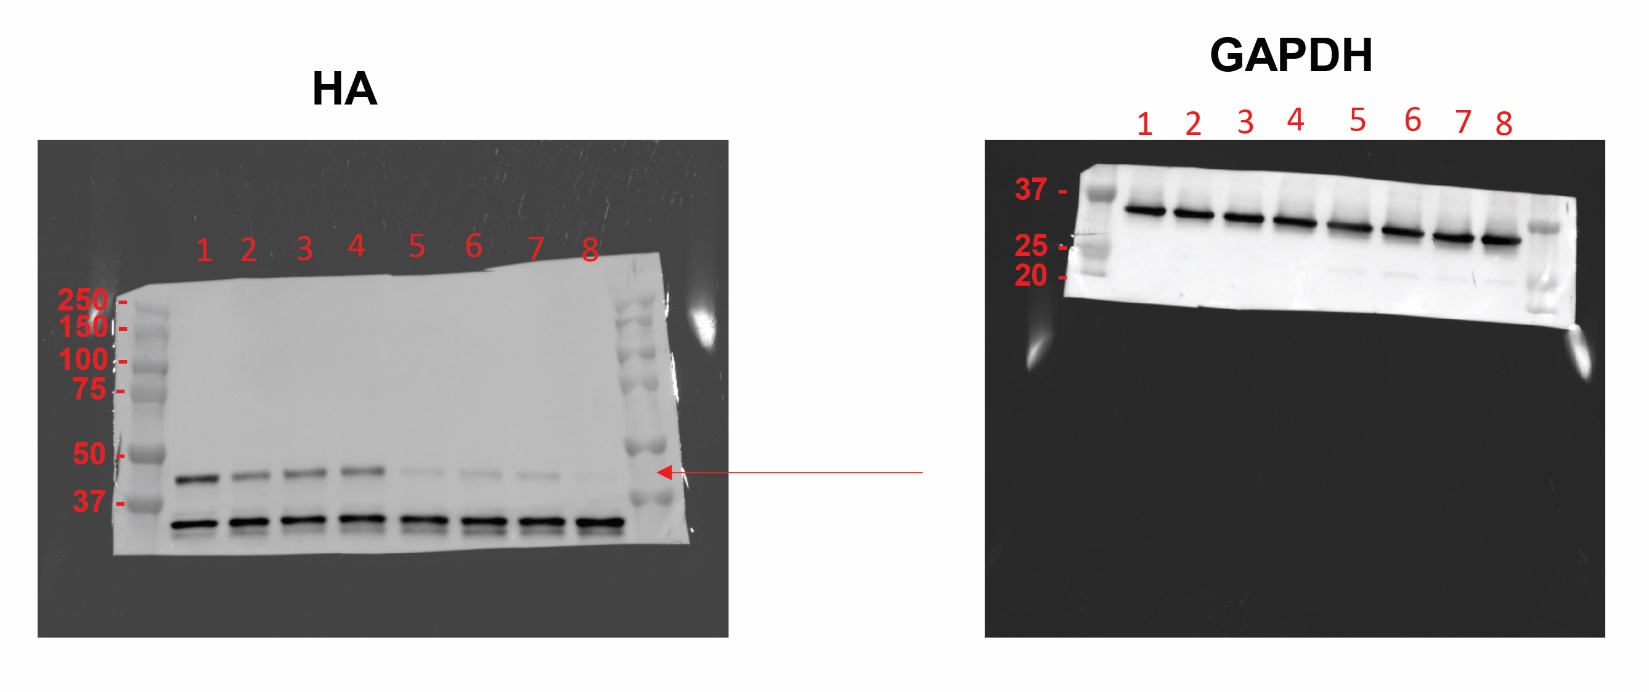
**

How the deposited data were processed for this re-analysis (not part of the article)

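The data cover 6 RNA-seq libraries, 3 Flag-IPs and 3 HA-IPs of asynchronous HEK293-T Flp-In cells that express ccTaggedRP. The authors trimmed reads, mapped them to GRCh38 with STAR, counted them per gene, excluded genes with few reads and deposited 1 table. Its values per library are a normalized signal, read counts that the authors divided by a size factor per library. The table also holds the log2 fold change of the HA-IPs over the Flag-IPs and the adjusted p-value that the authors obtained with DESeq2. The single-cell data of the paper were not analysed here, and neither were the GO terms and gene sets of Fig. 5D and 5E.

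All 16834 genes of the table entered the tests. The smallest number of reads in the third highest library of any gene was 10, in keeping with the authors' filter. Whole reads were recovered by dividing each value by what 1 read is worth in its library, and 100% of the values came out whole. DESeq2 on the recovered reads gave size factors that differed from the recovered ones by at most 4.8e-11 as a share, and the same 2274 genes as the authors' deposited adjusted p-values. Across genes, Pearson's r between the limma fold changes and the authors' deposited log2 fold changes was 0.988. With 23174532 to 44134833 reads per library, the spread between replicates and not the depth limits the precision of all but the lowest genes. The number of replicates, 3 per group, sets the smallest exact p at 0.1.

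The comparison used limma 3.58.1 in R 4.3.3 on log2(normalized counts + 1), with a trend of the variance on the mean, a two-sided test and the Benjamini-Hochberg adjustment, at an adjusted p of at most 0.05. The deposited values are not raw counts, so limma was used as the design had foreseen for that case, and edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads served as alternatives. Principal components used the 500 genes with the largest variance, centred and not scaled. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Differences between group means of a list were tested with an exact permutation test. Fisher's exact test, chosen after the numbers of called genes in the lists had been seen, compared list members with the other genes. GC content and transcript length came from the Ensembl canonical transcripts of GENCODE release 44 (GRCh38), which holds 16683 of the 16834 identifiers (99.1%). Their trends were fitted per library with natural splines of 5 degrees of freedom and robust regression (MASS 7.3.60.0.1). Annotation was read with Python 3.11.15 and biopython 1.88, and plots were drawn with matplotlib 3.10.9.

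Before the data were examined, the following choices were fixed: the limma comparison, the principal components, the cell cycle lists and their camera, fry and permutation tests, the gene classes, the rule for named genes and the alternatives, apart from those said to be chosen after seeing the data. The correlations between libraries and the kinds of genes behind the principal components were added later. The genes named are, among genes with a symbol, an adjusted p of at most 0.05, a mean of at least 100 normalized counts and no overlap between groups, the 5 with the largest log2 fold change and the 3 with the smallest adjusted p in each direction. Added to these are RPL10A, CDT1, GMNN, MCM5 and CCNB1, and of the genes in Fig. 5F the 3 with the largest and the 2 with the smallest fold change. Other genes that are named were chosen after their values were seen. The gene classes were defined by symbol. No symbol in the table has the prefix of mitochondrial genes, so these genes were matched by Ensembl identifier instead. Marker lists for heart muscle, fast skeletal muscle, fibroblasts, endothelium, liver, neurons and blood were written after some heart muscle and collagen genes had been seen to be high in the Flag-IPs, and before the lists were tested.

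The alternatives were pseudocounts of 0.1 and 10, only genes with a mean of at least 50 normalized counts, quantile normalization, the same total or the same upper quartile per library, edgeR, DESeq2, limma without the trend, the replicate number as a block, each library left out in turn, a minimum absolute log2 fold change of 1, an adjusted p of at most 0.01, and all genes for the principal components. Further ones, chosen after seeing the data, left out processed pseudogenes and the marker genes of heart muscle, fibroblasts and endothelium, or removed the trends with GC content and transcript length. The tests per gene and the recovery of reads were tried on simulated data with 200 changed genes among 16834. Camera at the preset correlation and the removal of a trend with length were tried on simulated data too. Fry, camera at an estimated correlation, the permutation test, Fisher's exact test and the principal components were not. In the simulation limma recovered 200 of the 200 with 12 false calls, limma with the replicate number as a block 200 with 11, edgeR 200 with 16 and DESeq2 198 with 8. The changed genes had a mean of at least 50 normalized counts and a log2 fold change of 1 in either direction, and all genes had the same dispersion. The real genes called higher in the HA-IPs had a median of 0.24, so the simulation does not show how well such small changes are found. Whole reads were recovered for all 101004 simulated values.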

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

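The tests in this part were chosen after the results were seen.

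The paper does not report on muscle genes, and a signal from them appears in the Flag-IPs. Of the 60 genes in the heart muscle list, 48 are in the deposited table, and their median log2 fold change was -3.17. Set at the bound that 3 reads allow for the 3 genes at or under 3 reads in every HA-IP, the median was -3.09. In limma, 40 of the 48 had an adjusted p of at most 0.05 and were higher in the Flag-IPs, and 1 was higher in the HA-IPs, MYOM2 with a log2 fold change of 0.27 (adjusted p = 0.021 from limma). The camera p was 5.7e-27, the fry p 0.0032 and the p with an estimated correlation 0.038. The median ran from -3.64 to -2.91 with each library left out in turn, and from -3.95 with a pseudocount of 0.1 to -2.27 with a pseudocount of 10. MYH7 held 64601, 61602 and 46512 reads in Flag-IP replicates 1, 2 and 3 and 1461, 483 and 6136 reads in HA-IP replicates 1, 2 and 3. The list's genes took 0.937%, 0.718% and 0.520% of the normalized counts in the Flag-IPs and 0.174%, 0.167% and 0.229% in the HA-IPs. HA-IP replicates 1 and 2 both hold at least 100 normalized counts for 16 of the 48 genes, so the cell line may express some of them, and none of the 48 is in another marker list or in Fig. 5F or 6H. ATP2A2, with means of 37103 normalized counts in the HA-IPs and 33901 in the Flag-IPs, has a high baseline and a log2 fold change of 0.13.

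A general rise of genes that the cell line keeps low is argued against by the other low genes. Of 1744 protein-coding genes outside the marker lists with a mean under 50 normalized counts in the HA-IPs, 10.4% had a log2 fold change of -1 or less, against 95.7% of the 23 heart muscle genes under this limit. Under a limit of 10 it was 40.7% of 275 genes against 100% of 10. A low value in the HA-IPs as the criterion by itself favours such fold changes. The other lists had median log2 fold changes of -0.0026 for 22 neuron genes (11 higher in either group), -0.15 for 6 liver genes, -0.16 for 11 fast skeletal muscle genes, -0.31 for 32 fibroblast genes, -1.13 for 13 endothelium genes and -1.28 for 2 blood genes. Called higher in the Flag-IPs in limma were 17 fibroblast, 7 endothelium and 4 fast skeletal muscle genes, and 1 each of the liver, neuron and blood genes. Called higher in the HA-IPs were 2 fibroblast genes and 1 neuron gene. RNA of human heart tissue or heart cells would bring all of their abundant transcripts. Per kilobase of transcript, the excess of MYL2 in the Flag-IPs was 1.40% of that of MYH6 and MYH7, whose proteins bind it, and the excess of TNNT2 and TNNI3 was 1.76% and 1.22% of that of TNNC1. For MYL3 it was 14.4%. In Flag-IP replicate 1, which holds 83895 normalized counts of MYH7, TTN had 1529, ACTC1 2490, MYL2 213 and MB 186, which argues against human heart RNA.

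RNA of the heart of another organism, counted only where its reads align to human genes, is a candidate explanation that stays open. No test here decides it. Of the 48 genes, 89.6% were lower in the HA-IPs, but this restates the pattern, since the list was written after some of these genes had been seen. Of the 32 listed genes at a log2 fold change of -2 or less, 31 were highest in HA-IP replicate 3 among the HA-IPs and 23 in Flag-IP replicate 1 among the Flag-IPs, where chance gives 33.3%. The reads were not analysed here, so the organism and the step at which such RNA would have entered are unknown. Expression by the cells in the phase that the Flag tag marks would put libraries of the same IP at about the same level. Yet 76.9% of the 290 genes at a log2 fold change of -2 or less were highest in HA-IP replicate 3 among the HA-IPs. The heart muscle list's mean centred log2 value was -1.91, -2.17 and -0.33 in HA-IP replicates 1, 2 and 3, while that of the G2/M list was 0.031, 0.030 and 0.037. The shifts of CCNB1 (0.20) and of the G2/M list (median 0.081) were also far smaller than that of the heart muscle list. These values go against expression in a phase. It still cannot be told apart from RNA of another organism, because the order within an IP rests on single libraries, and unequal carry-over of Flag-tagged ribosomes into the HA-IPs, which was not tested, could give it too. The Flag-IPs were not sequenced more deeply than the HA-IPs, with medians of 28223693 and 31807471 reads.

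Processed pseudogenes, outside the genes the paper discusses, were also higher in the Flag-IPs. The 501 in the table had a median log2 fold change of -0.66, also with the 23 at or under 3 reads in every HA-IP set at their bound, and 79.4% were lower in the HA-IPs. In limma, 191 were called higher in the Flag-IPs and 0 in the HA-IPs, where 1 had an unadjusted p under 0.05. Their median ran from -0.74 to -0.61 with each library left out in turn, and was -0.38 after quantile normalization. The 362 unprocessed pseudogenes had a median of -0.059 and the 13859 protein-coding genes 0.0076. Reads of the parent genes, split with their pseudogenes in a fixed share by the counting, would give both the same fold change. In 155 pairs of a pseudogene and the gene it is named after, the pseudogene minus its parent had a median of -0.64, which argues against this as the whole cause, with medians of -0.70 and -0.15 for pseudogenes and parents. Reads of another organism's RNA may align best to human pseudogenes. The pseudogene was lower than its parent in 78.7% of the pairs, but this largely restates the shift of the pseudogenes and does not decide it. This explanation stays open, as does a difference between the phases, which was not tested.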

How the results depend on the processing

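Removing the trends with GC content and transcript length, and leaving out processed pseudogenes and marker genes, were chosen after the data were seen.

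Of the 2171 genes past the threshold, 975 were higher in the HA-IPs and 1196 in the Flag-IPs. Without the trend of the variance in limma there were 188, 6 in the HA-IPs and 182 in the Flag-IPs, and 3883 genes had an unadjusted p under 0.05. With an absolute log2 fold change of at least 1 there were 462 (14 and 448), and at an adjusted p of at most 0.01 there were 704 (177 and 527), both stricter by construction. With the same total per library, 471 genes were higher in the HA-IPs and 1576 in the Flag-IPs, 23.0% against 44.9% on the HA side. The median log2 fold change of all genes was then -0.057 against -0.0049, so this scaling moved the genes as a whole toward the Flag-IPs. Why the totals differ was not tested. Across the 6 fits that each left out 1 library, there were from 620 to 3059 genes, from 103 to 1550 in the HA-IPs and from 517 to 1509 in the Flag-IPs. The lowest counts were without Flag-IP replicate 2, where 618 of the 620 genes were among the 2171, and the highest without Flag-IP replicate 3. Fewer samples alone lower a count, so the rise to 3059 has another cause, which was not tested. The counts were within 1.5 times of 2171 with pseudocounts of 0.1 and 10, the mean filter, quantile normalization, the upper quartile, edgeR, DESeq2, and both alternatives chosen later.

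The share of variance on PC1, 84.8%, was 78.4% with a pseudocount of 0.1, 92.2% with 10, 90.4% with genes of a mean of at least 50, 78.3% after quantile normalization, 93.1% on DESeq2's variance-stabilized reads, 68.2% without processed pseudogenes and marker genes and 62.5% with all genes. It was from 82.4% to 89.7% with 1 library left out, highest without HA-IP replicate 3. The cause was not tested.

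The medians of the G2/M, G1/S and Fig. 6H lists kept their direction and a camera p of at most 0.05 under all alternatives, with camera p from 1.4e-08 to 0.0026, from 0.00061 to 0.049 and from 5.0e-09 to 0.035. The difference between the G2/M and the G1/S list, 0.045, was 0.0083 after quantile normalization and 0.030 on DESeq2's variance-stabilized reads. Of the 50 genes of Fig. 5F, 0 passed without the trend, and from 9 to 50 with 1 library left out, 9 without Flag-IP replicate 2. The cause was not tested.

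With an estimated correlation, camera no longer separated the mitochondrial genes (median -0.72, p 0.13), cytosolic ribosomal protein genes (-0.35, p 0.16), replication-dependent histone genes (-0.23, p 0.31) and pseudogenes of mitochondrial genes (-0.77, p 0.18) from the other genes. The histone median was -0.0068 after quantile normalization, 0.092 after the GC content and length trends were removed, and from -0.37 to -0.12 with 1 library left out, where camera's p was 0.068 without Flag-IP replicate 1. The median of 17 small nucleolar and small Cajal body RNA genes, -0.042, was 0.14 with genes or list members of a mean of at least 50, 0.26 after quantile normalization, 0.24 after the trends were removed, and from -0.36 to 0.11 with 1 library left out. These genes have few reads, and the cause was not tested.

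The replicate numbers showed no sign of a pairing: the deviations of same-numbered libraries from their group means had r of -0.16, 0.031 and -0.31 across genes. The paper does not say whether same-numbered IPs share a lysate. These values cannot exclude it, since each rests on single libraries. With the replicate number as a block there were 1662 genes, 752 in the HA-IPs and 910 in the Flag-IPs.

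Among the genes named, no fold change changed its direction. Across settings other than leaving out a library, 25 calls were lost, 15 of them without the trend, and 1 was gained, that of GMNN after the GC content and length trends were removed. With 1 library left out, 27 calls were lost, 9 of them without Flag-IP replicate 2.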

Differences from the paper's values

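No test in this part was chosen after the results were seen.

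The share of variance on PC2 was 6.56%, against the paper's about 4% in Fig. 5B, read by eye. Of the alternatives set before the data were examined, a pseudocount of 10 (3.12%), genes with a mean of at least 50 normalized counts (3.67%), DESeq2's variance-stabilized reads (3.99%) and the libraries without HA-IP replicate 3 (4.41%) came within 1.5 times of the paper's value. The others did not: a pseudocount of 0.1, quantile normalization, the same total or upper quartile per library, edgeR, all genes, and the fits without any other library. For PC1, 84.8% stands against the paper's about 93% in Fig. 5B, read by eye, within 1.5 times, and the share on DESeq2's variance-stabilized reads was 93.1%.

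The paper states 2,125 differentially expressed genes, 1035 enriched in the HA-IPs and 1090 in the Flag-IPs, against 2171, 975 and 1196 in limma. The authors' deposited table calls 2274 genes, 1044 and 1230, and with the 149 of them that have no symbol left out, 2125, 1035 and 1090. DESeq2 on the recovered reads called the same 2274 genes as the deposited table, of which limma called 2034.

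The paper proposes that the Flag recombinant protein predominates in G1/S and describes MCM5 as upregulated in G1/S. It also predicts Flag in G1 and S and HA in S and G2/M, so that S is shared by both. The G1/S list of Supplemental Fig. 3 was higher in the HA-IPs, with a median log2 fold change of 0.062 and 123 of 187 genes higher there. This shift was small, and camera with an estimated correlation gave p = 0.049. The median was 0.0092 with the same total per library, where camera at the preset correlation gave p = 0.0054. That scaling also moved the median of all genes, from -0.0049 to -0.057. The list's mean value overlapped between the groups (exact permutation test, two-sided, p = 0.4). MCM5 was higher in the HA-IPs too, with a log2 fold change of 0.18 (adjusted p = 0.020 from limma, from 0.0043 to 0.12 over its alternatives).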

Other observations

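The tests of chance splits, of the construct genes, of scaling and of GC content and transcript length were chosen before their own results were seen, and those of the epitopes and of dilution after. The test of GC content and transcript length, and the splits for the lists, were set once the shifts they concern were known.

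Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the threshold as HA-IP against Flag-IP, the real split itself. The other 9 gave 0 genes each, with 155 to 1180 at an unadjusted p under 0.05, against 4587 in the real split. Likewise, 1 of the 10 splits gave a camera p as small as the real one for each of the G2/M, G1/S and Fig. 6H lists. However, camera's p was at most 0.05 in 7 of the 9 other splits for the G2/M list, in 3 for the G1/S list and in 7 for the Fig. 6H list, with smallest values of 0.0004, 0.0028 and 0.00012. Each of these splits sets 2 libraries of an IP and 1 of the other against the reverse, so part of a real difference remains in it, and these values do not show what camera gives without a difference. With 10 splits a share under 0.1 is impossible, so this count cannot decide on chance, and for the lists it leaves chance open. For the genes, other values argue against chance, although genes are not independent. Past the threshold were 2171 genes, and 188 without the trend of the variance in limma. Over all genes the groups did not overlap in 32.2%, where chance gives 10%.

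The 40 genes of Fig. 6H, which the paper chose on single cells, are all in the G2/M list and share 10 genes with Fig. 5F. In the IPs they had a median log2 fold change of 0.16, and 34 of 40 were higher in the HA-IPs. In limma, 15 passed an adjusted p of 0.05 over all genes and 22 adjusted over the list alone, 21 of them higher in the HA-IPs. The camera p was 7.9e-08 (adjusted 2.1e-07), the fry p 0.0014 and the p with an estimated correlation 0.035.

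Large fold changes lay mostly on the Flag side, 448 against 14 genes. A scaling factor common to all genes of a library would move every gene by the same amount. Yet the quartiles of all genes' log2 fold changes were -0.17 and 0.13, far from the 448 genes, which argues against it. Under each of the other scalings at least 94.2% of the 448 genes stayed at a log2 fold change of -1 or less. The same total and the same upper quartile decide little here. They moved the median of all genes only from -0.0049 to -0.057 and to -0.0020. Of the 448 genes, 248 are protein-coding, 183 are processed pseudogenes and 56 are in the heart muscle, fibroblast or endothelium lists. Leaving out processed pseudogenes and these marker genes, an alternative chosen after seeing the data, gave 1930 genes past the threshold, 970 in the HA-IPs and 960 in the Flag-IPs.

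Capture of proteins that resemble the epitopes was tested as a cause of large fold changes. Of the 248 protein-coding genes called at a log2 fold change of -1 or less, 1 encodes the stretch DYK..D of the Flag epitope. Over all listed genes, 28 do, with a median of 0.063, between -1.09 and 0.33. Of the 6 protein-coding genes called at 1 or more, 0 encode the stretch DVPDY of the HA epitope, and 1 of the 13864 proteins searched holds it, at a log2 fold change of 0.044. These values argue against both stretches as the cause, and looser matches were not tested.

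The construct's mRNA carries fragments of CDT1 and GMNN. If the growing peptide brought this mRNA into the IPs, both genes would move together. GMNN had a log2 fold change of 0.11 and CDT1 of 0.080, neither past the threshold. GMNN ran from 0.031 to 0.21 with each library left out in turn. After the trends with GC content and length were removed, GMNN had 0.22 (adjusted p = 0.048 from limma) and CDT1 0.057 (adjusted p = 0.42). Because GMNN moves this much between settings, capture of the construct mRNA cannot be told apart from no change. The reads of the construct and of the cell's own genes are counted together, which keeps this open.

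Fold changes rose with transcript length (Spearman's rho 0.27 across genes with annotation and a mean of at least 50 normalized counts), from a median of -0.12 in the shortest 2619 genes to 0.063 in the longest 2618, and hardly with GC content (rho -0.031). After both trends were removed, 1336 genes were higher in the HA-IPs, against 975 before. The G2/M list had a median of 0.094 and a camera p of 4.1e-07, and the G1/S list 0.064 and 0.0026. This argues against length or GC content as the whole cause of either result.

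Transcripts of a non-dividing tissue in the Flag-IPs might also dilute the cell line's transcripts and so lift the cell cycle lists in the HA-IPs. As the share of heart muscle genes falls from Flag-IP replicate 1 to 3, both lists would rise. The median of Flag-IP replicate 3 minus replicate 1 was -0.0050 for the G2/M list and -0.0064 for the G1/S list, but 0.060 for the genes of Fig. 5F and 0.10 for all genes called higher in the HA-IPs. The first measure, replaced after it had been seen, was the list's mean centred log2 value. Over Flag-IP replicates 1, 2 and 3 it fell from -0.016 to -0.035 and -0.046 for the G2/M list and from 0.024 to -0.022 and -0.032 for the G1/S list, which goes against dilution more clearly. The genes called higher in the HA-IPs were chosen on these libraries, those of Fig. 5F may have been, and each step rests on single libraries. Dilution cannot be told apart from a difference between the phases here, since the tissue's transcripts and the IP coincide.

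The 28 genes of the mitochondrial genome had a median log2 fold change of -0.72, with 18 called higher in the Flag-IPs and 0 in the HA-IPs. The 83 cytosolic ribosomal protein genes had -0.35, with 36 called higher in the Flag-IPs. The 27 replication-dependent histone genes had -0.23, with 4 called higher in the Flag-IPs, and the sign turned after the trends with GC content and length were removed (0.092). The 3 pseudogenes of mitochondrial genes had -0.77, and -0.42 without HA-IP replicate 1. Camera gave p-values of 3.8e-09, 8.4e-21, 0.0074 and 0.013 in this order, and fry 0.057, 0.065, 0.088 and 0.046. After the trends were removed, the medians were -0.40 for the mitochondrial genes, -0.16 for the ribosomal protein genes and -0.53 for the pseudogenes of mitochondrial genes. Camera then gave p-values of 3.4e-07, 4.4e-11 and 0.018. GC content or length could thus account for part of these shifts. No other explanation of these classes was tested.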
